# Protein arginine methyltransferase 1 regulates B cell fate after positive selection in the germinal center in mice

**DOI:** 10.1084/jem.20220381

**Published:** 2023-06-13

**Authors:** Ludivine C. Litzler, Astrid Zahn, Kiersten L. Dionne, Adrien Sprumont, Silvana R. Ferreira, Michael R.F. Slattery, Stephen P. Methot, Anne-Marie Patenaude, Steven Hébert, Nisha Kabir, Poorani Ganesh Subramani, Seolkyoung Jung, Stéphane Richard, Claudia L. Kleinman, Javier M. Di Noia

## Abstract

Positively selected germinal center B cells (GCBC) can either resume proliferation and somatic hypermutation or differentiate. The mechanisms dictating these alternative cell fates are incompletely understood. We show that the protein arginine methyltransferase 1 (Prmt1) is upregulated in murine GCBC by Myc and mTORC-dependent signaling after positive selection. Deleting *Prmt1* in activated B cells compromises antibody affinity maturation by hampering proliferation and GCBC light zone to dark zone cycling. Prmt1 deficiency also results in enhanced memory B cell generation and plasma cell differentiation, albeit the quality of these cells is compromised by the GCBC defects. We further demonstrate that Prmt1 intrinsically limits plasma cell differentiation, a function co-opted by B cell lymphoma (BCL) cells. Consistently, PRMT1 expression in BCL correlates with poor disease outcome, depends on MYC and mTORC1 activity, is required for cell proliferation, and prevents differentiation. Collectively, these data identify PRMT1 as a determinant of normal and cancerous mature B cell proliferation and differentiation balance.

## Introduction

High-affinity antibody responses are generated in the germinal centers (GC) in lymphoid tissue (Victora and Nussenzweig, 2022). Naive follicular B cells that recognize cognate antigens and interact with primed T cells become activated and can then join GCs. The GC is organized into two anatomical regions, the dark (DZ) and light (LZ) zones (Victora and Nussenzweig, 2022). GC B cells (GCBC) in the DZ proliferate and undergo somatic hypermutation (SHM), which changes the antibody affinity. The transit from the DZ to the LZ permits interactions between GCBC and T follicular helper (T_fh_) cells, enabling positive selection of those GCBC bearing higher affinity antibodies (Cyster and Allen, 2019; Shlomchik et al., 2019; Victora and Nussenzweig, 2022). Positively selected GCBC are characterized by transient Myc expression (Calado et al., 2012; Dominguez-Sola et al., 2012) and induced by the B cell receptor (BCR) and T cell–mediated CD40 signaling in LZ B cells (Luo et al., 2018; Cyster and Allen, 2019). Positive selection promotes DZ reentry, proliferation, and SHM (Victora et al., 2010; Gitlin et al., 2014). However, Myc^+^ cells are heterogenous and contain plasma cell (PC) and memory B cell (MBC) precursors in addition to DZ reentrants, implying the existence of additional mechanisms to impart distinct fates to positively selected B cells (Suan et al., 2017; Inoue et al., 2021; Toboso-Navasa et al., 2020; Ise et al., 2018; Nakagawa et al., 2021). These mechanisms are incompletely understood, but higher mTORC1 signaling, characteristic of cells entering the DZ, and regulation of the MYC transcriptional activity could explain some of this diversity (Ersching et al., 2017; Toboso-Navasa et al., 2020). PC also tend to have high-affinity BCR while most MBC display low-affinity BCR, with CD40 signaling strength further regulating the formation of both (Phan et al., 2006; Shinnakasu et al., 2016; Inoue et al., 2017; Suan et al., 2017; Ise et al., 2018; Koike et al., 2019; Viant et al., 2020).

The posttranslational methylation of protein arginine residues regulates many cellular processes (Xu and Richard, 2021). Most protein arginine methyltransferases (PRMTs) transfer two methyl groups. Depending on whether they add the two methyl groups to the same or a different nitrogen atom of the arginine guanidino group, PRMTs are respectively classified as type I, producing asymmetrical dimethyl arginine (aDMA), or type II, producing symmetrical DMA, which have distinct effects on protein function (Yang and Bedford, 2013; Xu and Richard, 2021). Protein arginine methylation is dynamic and relevant in lymphocytes, but remains poorly studied in B cells (Ying et al., 2015; Hata and Mizuguchi, 2013; Infantino et al., 2010, 2017; Dolezal et al., 2017; Litzler et al., 2019; Geoghegan et al., 2015). PRMT1 is the main enzyme catalyzing aDMA modification in a large repertoire of substrates, thus regulating transcription, DNA repair, and signaling, among other processes (Xu and Richard, 2021). Type I and II PRMT inhibitors are promising cancer therapies, effective in preclinical tumor models and currently in clinical trials (Wu et al., 2021). Type I PRMT inhibitors, which mainly target the predominant PRMT1 in vivo, induce cell death and arrest proliferation in leukemia and lymphoma cell lines and reduce their ability to form tumors in xenotransplantation models (Fedoriw et al., 2019; Fong et al., 2019). As these compounds go into clinical trials for GC-derived B cell lymphoma (BCL; Wu et al., 2021), it is important to define the normal function of PRMT1 in GCBC, to understand their mechanism of action.

Conditional ablation during B cell development has shown that PRMT1 promotes the differentiation of pre-B cells (Infantino et al., 2010; Dolezal et al., 2017; Hata et al., 2016). Echoing the multiplicity of PRMT1 substrates, this is achieved by at least two mechanisms. First, aDMA at the Igα/CD79A dampens PI3K/AKT signaling from the pre-BCR, thus favoring differentiation (Infantino et al., 2010). Second, CDK4 methylation causes G1 arrest by disrupting the interaction with cyclin D3 to allow *IgL* rearrangement (Dolezal et al., 2017). The function of PRMT1 in mature B cells is poorly understood. Deleting *Prmt1* from the pro-B (Hata et al., 2016) or transitional B cell (Infantino et al., 2017) stages in mice has shown normal or reduced T cell–dependent antibody responses, respectively. These reports also found opposite effects on the proliferation of PRMT1-deficient mature B cells stimulated ex vivo (Hata et al., 2016; Infantino et al., 2017). These discrepant observations might be explained by differences in excision efficiency and compensatory mechanisms selected during the ontogeny of PRMT1-null B cells. Nonetheless, they call for further scrutiny to clarify the role of PRMT1 in mature B cells. Moreover, the role of PRMT1 in GCBC cannot be gleaned from those systems because PRMT1-deficient B cells show activation defects, including increased apoptosis (Infantino et al., 2017), which would compromise GC formation. Accordingly, we have shown that PRMT5 protects B cells from apoptosis during activation, but is dispensable for the survival of GCBC (Litzler et al., 2019).

Here, we analyzed the function of PRMT1 in mice after B cell activation. We find that Prmt1 is required for GC expansion and the normal GC dynamics underpinning high-affinity antibody responses. This is achieved by preventing premature differentiation of activated B cells and by favoring GCBC DZ reentry instead of MBC fate. Accordingly, we show that *Prmt1* is a direct Myc target that is upregulated in positively selected cells, which also requires mTORC1 activity. Moreover, *PRMT1* expression correlates with poor outcome in BCL patients and is also expressed in a MYC- and mTORC1-dependent manner in BCL cells. PRMT1 deletion or type I PRMT inhibition in activated or BCL cells causes PC differentiation, providing new insights into the mechanisms by which PRMT1 inhibition would be effective against BCL.

## Results

### Predominance of PRMT1 expression in activated and GCBC

To identify the B cell subsets in which PRMT1 might be more relevant, we performed RNA sequencing (RNA-seq) on mature B cell subsets and complemented these results with data available in the Immgen database (Heng et al., 2008). *Prmt1* mRNA levels were high during early B cell development and then peaked again in activated and GCBC (Fig. 1 A). *Prmt1* was the most highly expressed PRMT in activated and GCBC (Fig. 1 B). Immunohistochemistry confirmed higher PRMT1 protein expression in GC than follicular B cells in mouse spleen (Fig. 1 C) and human lymph node (Fig. S1 A). Consistently, PRMT1 and aDMA-modified proteins increased after activating mouse splenic B cells with LPS and IL-4 (Fig. 1 D). The type I PRMT inhibitor MS023 (Eram et al., 2016) greatly reduced the number of aDMA-modified proteins, yielding a pattern similar to B cells from *Prmt1*^*F/F*^ CD21-cre mice, which lack Prmt1 in mature B cells (Fig. 1 E; Kraus et al., 2004). Unimmunized *Prmt1*^*F/F*^ CD21-cre mice showed a reduced proportion of marginal zone B (MZB) cells but no defect in follicular B cells (Fig. 1 F), in line with previous reports (Hata et al., 2016; Infantino et al., 2017). Thus, Prmt1 is dispensable for follicular B cells but necessary for MZB cell homeostasis, and it is the predominant type I PRMT in activated and GCBC.

**Figure 1.**
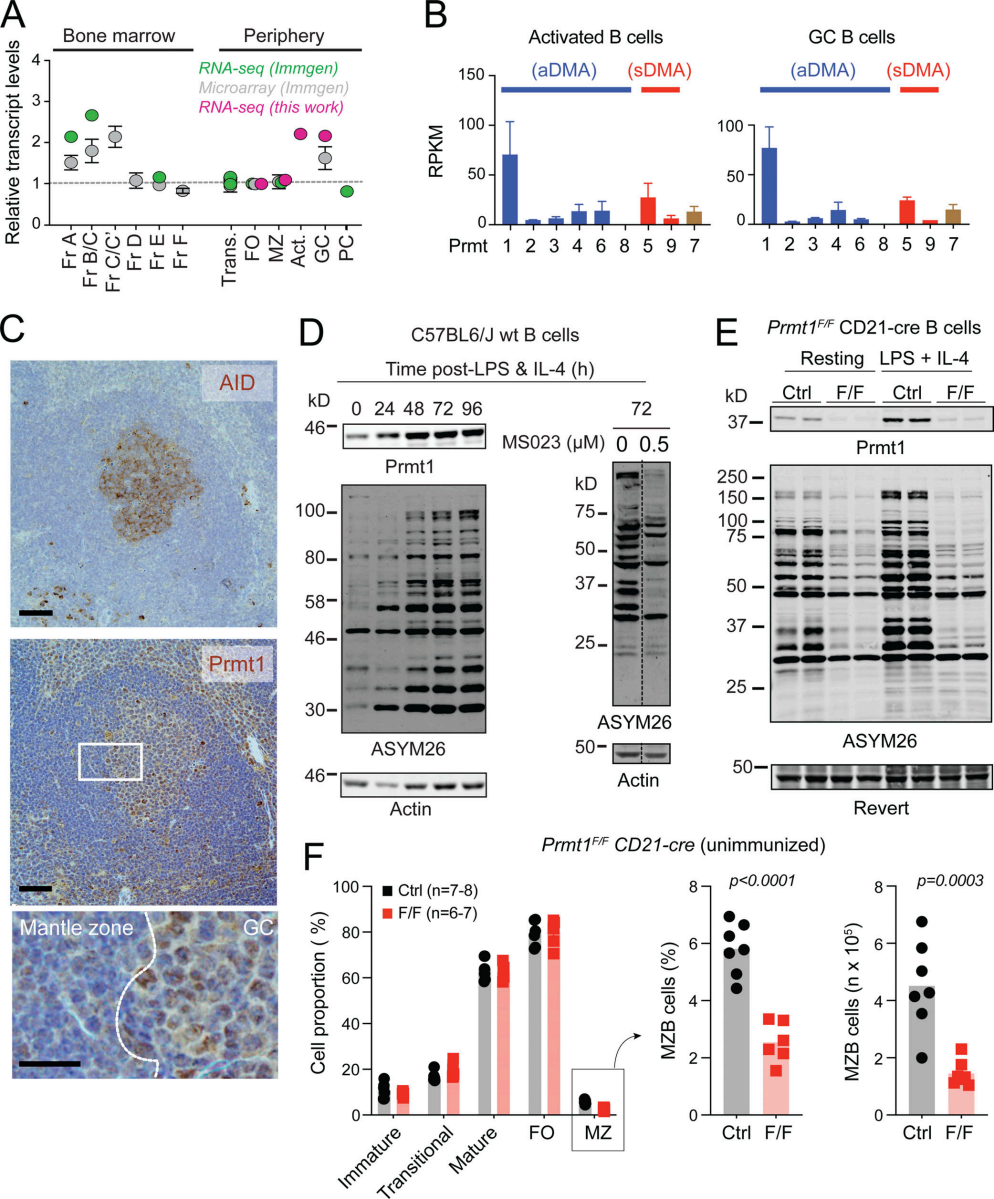
**Prmt1 expression in activated and GCBC. (A)** Prmt1 transcript levels in three mouse B cell datasets, each normalized to follicular (FO) B cells. Fr, Hardy’s fractions of B cell development; Trans, transitional; MZ, marginal zone; Act., ex vivo-activated mouse splenic B cells (50 μg/ml LPS + 2.5 ng/ml IL-4, 72 h). **(B)** PRMT transcript levels in activated (as in A) and in GCBC sorted from lymph nodes of immunized mice. Average + SEM RPKM from two biological replicates. **(C)** Immunohistochemistry for Prmt1, and AID as GC marker, on consecutive spleen sections from immunized mice. Representative of two mice/genotype independently analyzed. Scale bars, 100 µm (top, middle) and 20 µm (bottom). **(D)** Western blot of PRMT1, aDMA-modified proteins (ASYM26), and actin in extracts of resting and stimulated splenic B cells. MS023 = inhibitor of type I PRMTs. **(E)** Prmt1 and aDMA-proteins in extracts of resting or activated splenic B cells from two CD21-cre (Ctrl) and two *Prmt1*^*F/F*^ CD21-cre (F/F) mice. Revert protein stain as the loading control. **(F)** Proportion of splenic B cell subpopulations in individual *Prmt1*^*F/F*^ *CD21-cre* (F/F) and *CD21-cre* (Ctrl) mice (symbols) from three independent experiments, with bars indicating means. MZB cell numbers are presented. P values by unpaired, two-tailed Student’s *t* test are indicated in the figure. Source data are available for this figure: SourceData F1.

**Figure S1.**
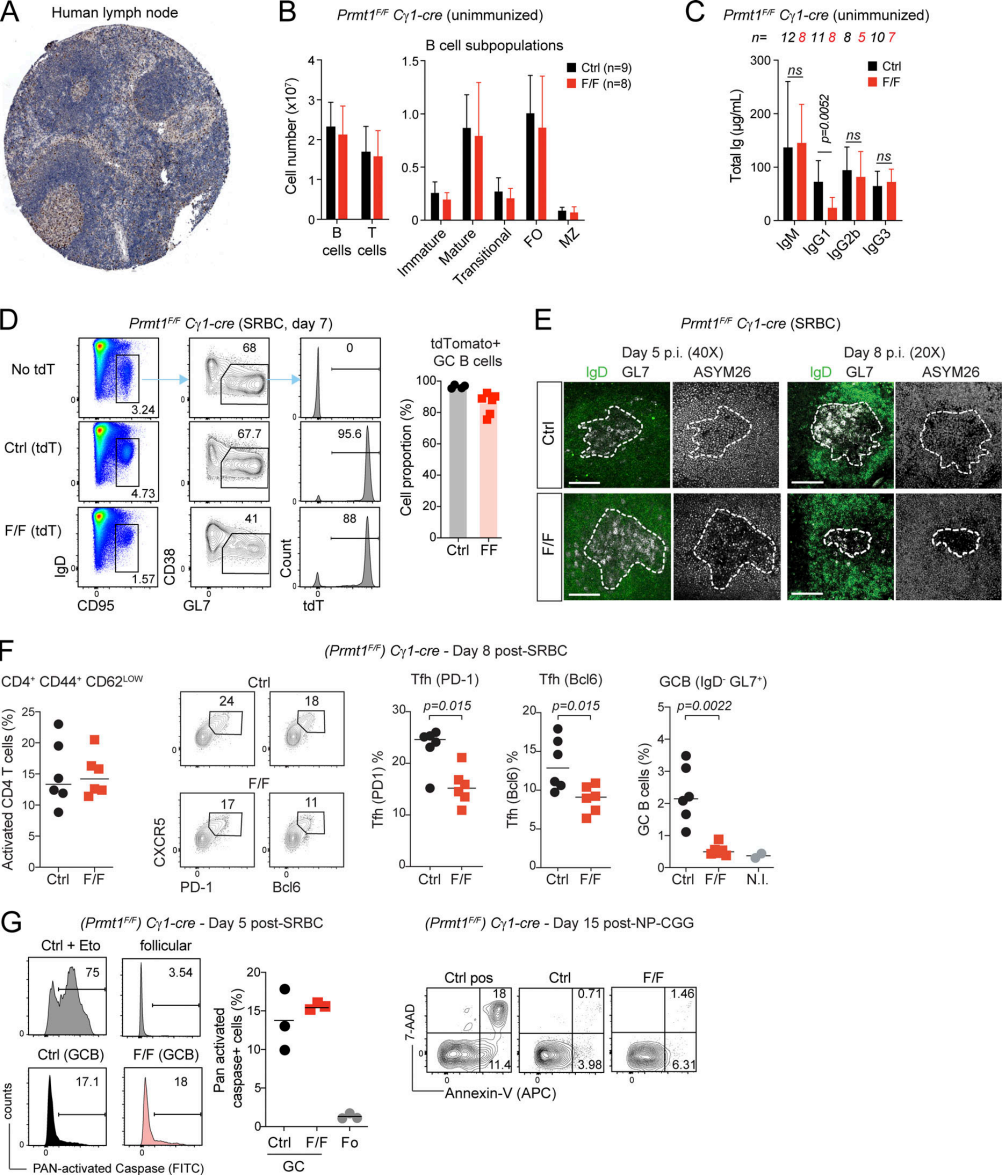
**Characterization of *Prmt1***^***F/F***^ **Cγ1-cre mice B cells.** Related to Figs. 1, 2, and 3*.* **(A)** PRMT1 immunohistochemistry in human lymph node stained with antibody CAB022550, as obtained from the Human Protein Atlas Database. (Image credit: Human Protein Atlas, proteinatlas.org; https://www.proteinatlas.org/ENSG00000126457-PRMT1/tissue/lymph+node#img). **(B)** Mean + SD number of lymphocytes and B cell subpopulations per spleen in Cγ1-cre (Ctrl) *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice from three experiments. **(C)** Mean + SD levels of antibody isotypes in the pre-immune sera from Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice measured by ELISA from ≥2 experiments. **(D)** Representative flow cytometry and mean proportion of tdTomato^+^ GCBCs (B220^+^ IgD^−^ CD95^+^ CD38^−^ Gl7^+^) in four Cγ1-cre R26td^Tomato^ (Ctrl) and six *Prmt1*^*F/F*^ Cγ1-cre R26td^Tomato^ (F/F) mice from two experiments. **(E)** Confocal images of immunofluorescence with antibodies against aDMA (ASYM26) in mouse splenic sections at days 5 or 8 after immunization. Dashed lines delimit GC position (IgD^−^ Gl7^+^). Scale bars, 100 µm. Representative of ≥2 mice per time point. **(F)** Activated CD4^+^ and T_fh_ cells (estimated by Cxcr5 and PD1 or Bcl6 expression) in individual (symbols) Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice 8 d after SRBC immunization, from two experiments. The rightmost panel shows the proportion of GCBC in the same mice. Lines indicate mean values. N.I., non-immunized. **(G)** Apoptosis in GCBCs (B220^+^ CD95^+^ GL7^+^) from Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice measured by staining with a fluorescent pan-caspase inhibitor CaspGlow (left) or Annexin V (right) in two independent experiments. Representative flow cytometry of activated by pan-caspase staining and proportion of activated caspase^+^ cells in GCBC from individual mice (symbols), with mean (lines). The positive gate for the CaspGlow experiment was set using etoposide (3 μM) to induce apoptosis. **(B, C, and F)** P values by unpaired, two-tailed Student’s *t* test are indicated in the figure.

### PRMT1 is required after B cell activation for antibody affinity maturation

To study the role of PRMT1 in GCBC without the confounding defects in B cell activation, we used the Cγ1-cre driver to delete *Prmt1* after activation (Casola et al., 2006). *Prmt1*^*F/F*^ Cγ1-cre mice had normal numbers of T lymphocytes and resting B cell subsets (Fig. S1 B), but basal serum IgG1 was specifically reduced (Fig. S1 C), indicating an intrinsic defect in antigen-experienced B cells. A R*osa26-flox-stop-flox-tdTomato* (*R26*^*tdTomato*^) allele that permanently labels Cre^+^ cells showed that ∼86% of GCBC expressed the Cre recombinase in *Prmt1*^*F/F*^ *R26*^*tdTomato*^ Cγ1-cre mice (Fig. S1 D), suggesting efficient deletion of *Prmt1*. Accordingly, the ASYM26 signal was strongly reduced in most *Prmt1*^*F/F*^ Cγ1-cre GC cells when assayed by immunofluorescence (IF; Fig. S1 E). Some residual reactivity of the ASYM26 antibody is expected because B cells express other type I PRMTs that produce aDMA epitopes (Fig. 1 B), but the large decrease was consistent with Prmt1 being the predominant PRMT activity (Infantino et al., 2017) and showed that the GC in *Prmt1*^*F/F*^ Cγ1-cre were not made of deletion escapees.

To assess the antibody response, we immunized mice with 4-hydroxy-3-nitrophenyl conjugated to chicken gamma globulin (NP-CGG). *Prmt1*^*F/F*^ Cγ1-cre mice produced lower antigen-specific IgG1 titers than controls at day 14; the defect being modest for anti-NP but substantial for IgG1 against the more complex CGG protein mix carrier (Fig. 2 A). Both anti-NP and anti-CGG IgG1 were more severely reduced in *Prmt1*^*F/F*^ Cγ1-cre mice after a recall immunization 18 wk later (Fig. 2 A). We assessed affinity maturation by NaSCN-displacement ELISA (Zahn et al., 2013; Luxton and Thompson, 1990). The affinity of both anti-CGG and anti-NP IgG1 was significantly reduced in *Prmt1*^*F/F*^ Cγ1-cre versus control mice, with the defect being larger in the recall than the primary response (Fig. 2 B). Since the recall response in this immunization model is dominated by high-affinity MBC (Mesin et al., 2020), this suggested a defective MBC compartment (see below). Consistent with the IgG1 titers defect, *Prmt1*^*F/F*^ Cγ1-cre mice produced fewer NP-specific IgG1^+^ antibody-secreting cells than controls in the spleen and BM at either time (Fig. 2 C). The number of GCBC after immunization was 3.6-fold lower in *Prmt1*^*F/F*^ Cγ1-cre than in control mice (Fig. 2 D), indicating a GC function defect. In addition, *Prmt1*^*F/F*^ Cγ1-cre mice generated a smaller proportion and number of NP-binding cells, consistent with the defects in GC size and affinity maturation (Fig. 2 E).

**Figure 2.**
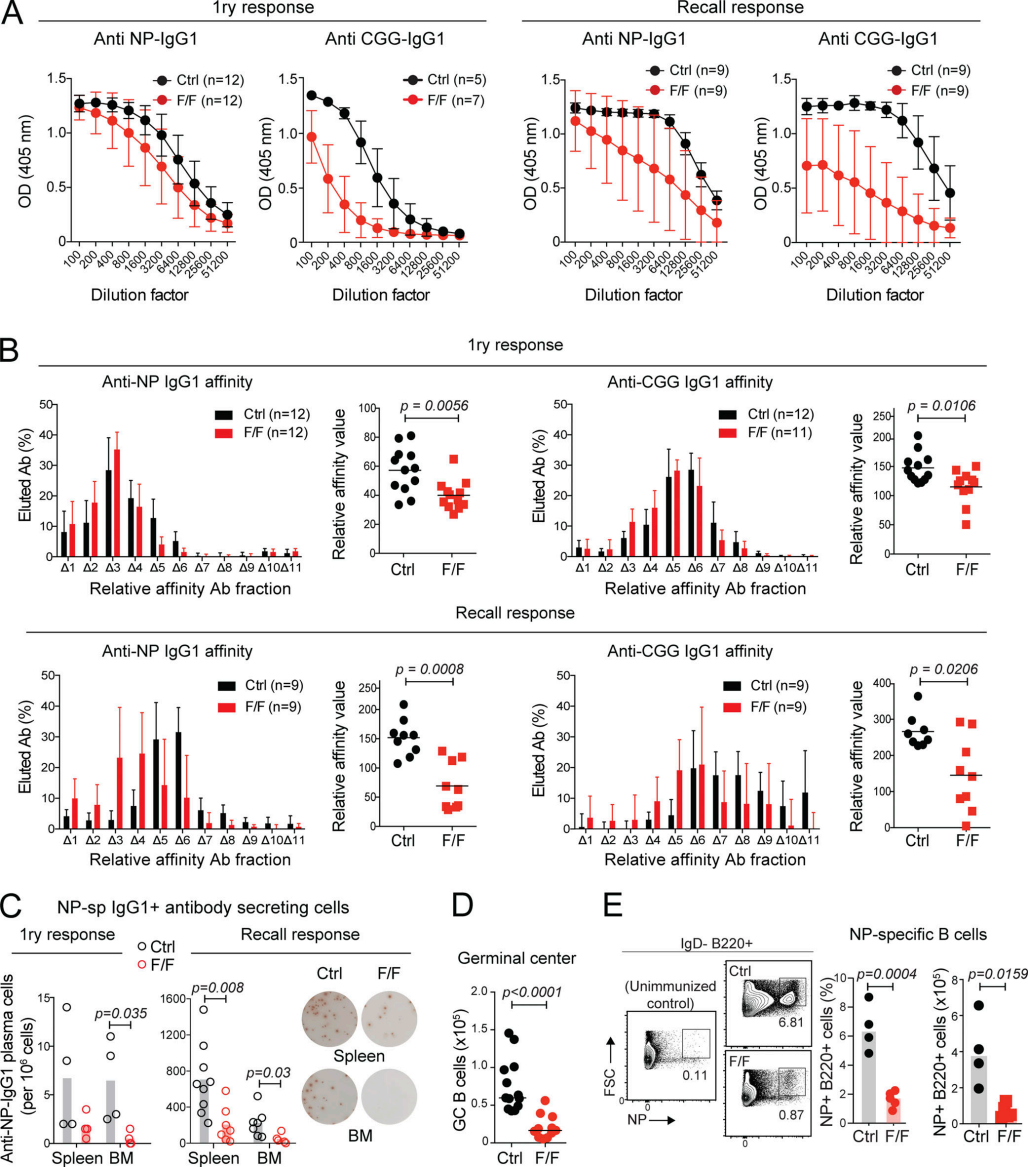
**PRMT1 is necessary for affinity maturation.** Antibody response in Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice at day 14 after immunizations with NP-CGG (1ry response) or at day 7–9 after a boost given 18 wk after immunization (recall response). **(A)** Total anti-NP (NP_20_) and anti-CGG IgG1 measured by ELISA. Mean ± SD of OD values over serum dilution factor compiled from three to five independent experiments. **(B)** Affinity distribution of antigen-specific IgG1 measured by NaSCN displacement ELISA on NP_20_-BSA- or CGG-coated plates plotting mean + SD IgG1 fraction eluted at each NaSCN concentration (Δn), from three to four independent experiments. Calculated relative affinity values are plotted for individual mice (symbols) with means (bars). **(C)** Number of NP-specific IgG1 antibody-secreting cells by ELISPOT (captured on NP_20-30_-BSA) in the spleen and BM of individual mice (dots), with means (bars), from two experiments. Representative images for the recall response are shown. **(D)** Absolute number of GCBC (B220^+^ GL7^high^ CD95^+^) on day 14 after immunization in individual mice (dots) with means (bars), from three experiments. **(E)** Representative flow cytometry plots and compiled frequency and absolute numbers of antigen-specific B cells (NP^+^ IgD^−^ B220^+^) from three experiments. Non-immunized mice (left) were used to define the NP^+^ gate. **(B–E)** P values by unpaired, two-tailed Student’s *t* test are indicated in the figure.

We conclude that PRMT1 expression in activated B cells is necessary for the switched antibody response and affinity maturation, as well as for an optimal GC reaction.

### PRMT1 is required for GC expansion

To pinpoint the underlying GC defects in *Prmt1*^*F/F*^ Cγ1-cre mice, we analyzed GC kinetics. Following immunization with sheep red blood cells (SRBC), GCBC frequency (B220^+^ GL7^+^ CD95^+^) and number were similar on day 5 but significantly reduced in *Prmt1*^*F/F*^ Cγ1-cre mice on days 8 and 15 after immunization (Fig. 3, A and B). T_fh_ cells were only reduced by ∼1.5-fold, most likely a consequence of the ∼4-fold decreased GCBC in the same mice (Fig. S1 F). *Prmt1*^*F/F*^ Cγ1-cre mice showed a similar proportion of apoptotic cells than controls (Fig. S1 G) but had significantly more B cells with low Ki67 staining (Fig. 3 C). When gated as GL7^+^ CD95^+^ B cells, the GC gate in *Prmt1*^*F/F*^ Cγ1-cre mice showed an apparent reduction in DZ/LZ ratio, largely due to the accumulation of Cxcr4^−^ B cells in the LZ gate (Fig. 3 D). This Cxcr4–CD86^low^ population contained the largest proportion of Ki67^low^ cells (Fig. 3 E) and was also responsible for the reduced proportion of activation-induced deaminase (AID)^+^ B cells in the LZ of *Prmt1*^*F/F*^ Cγ1-cre compared with control mice (Fig. 3 F), as judged by an *Aicda-gfp* reporter allele (Crouch et al., 2007). To further characterize the Cxcr4^−^ B cells within the GC gate in *Prmt1*^*F/F*^ Cγ1-cre mice, we stained for IgD and CD38 to exclude potential contamination with naive or pre-GC (IgD^+^ CD38^+^) B cells. Gating GC as IgD^−^ CD95^+^ still showed the accumulation of Cxcr4^−^ B cells in the LZ gate of *Prmt1*^*F/F*^ Cγ1-cre mice (Fig. 3 G). Most of the Cxcr4^−^ B cells in the IgD^−^ CD95^+^ gate were also CD38^+^ in *Prmt1*^*F/F*^ Cγ1-cre mice, and accordingly, excluding CD38^+^ cells eliminated the DZ/LZ imbalance (Fig. 3 H). However, these cells were Bcl6^−^ and Ccr6^+^ (Fig. 3 I), suggesting an MBC phenotype that is further analyzed in a section below. We conclude that PRMT1 in activated B cells is critical for GC expansion and limits the proportion of an MBC-like population.

**Figure 3.**
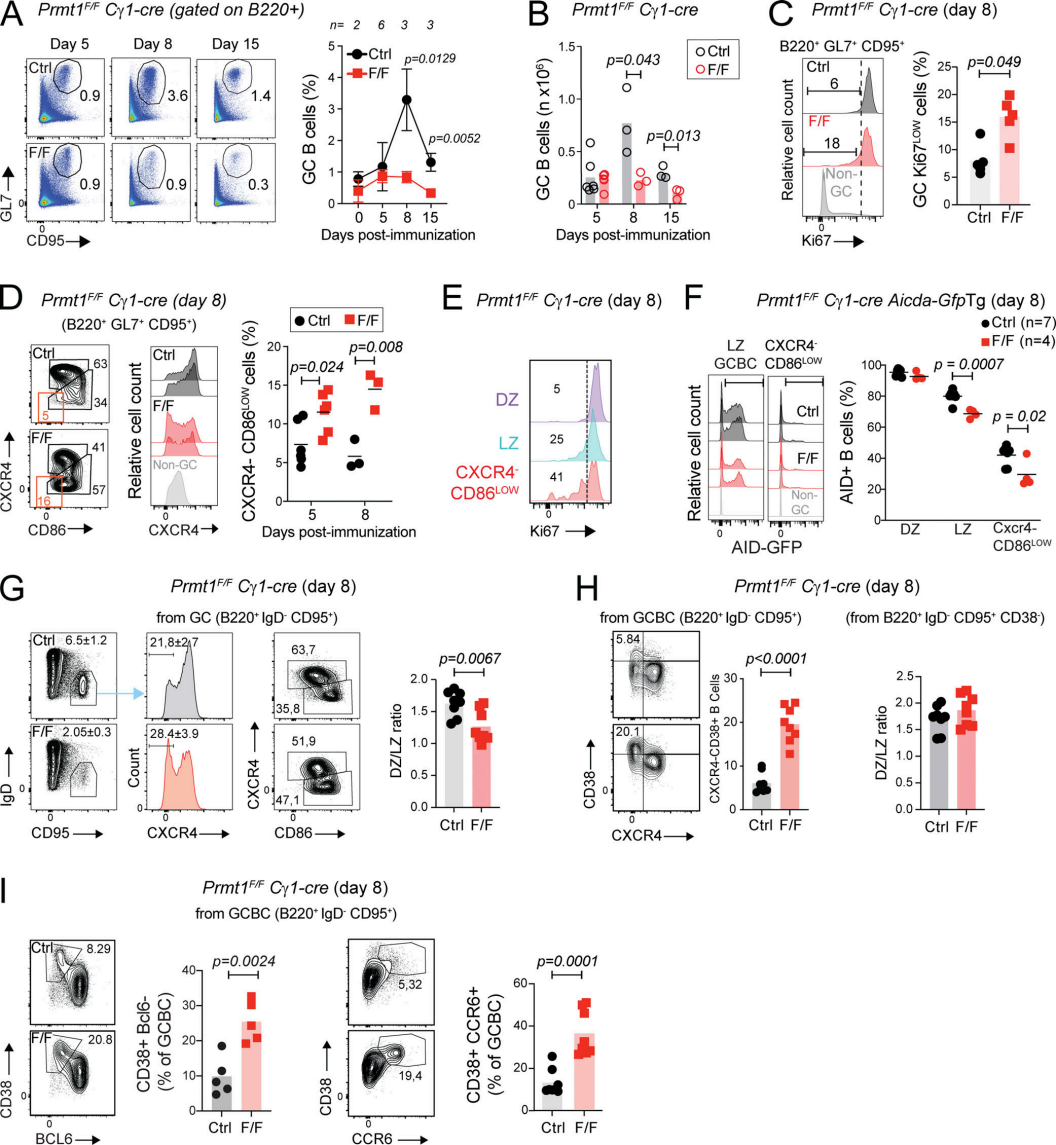
**PRMT1 is required for GC expansion.** Cγ1-cre (Ctrl) and *Prmt1*^*F/F*^ Cγ1-cre (F/F) mice analyzed at various times after immunization with SRBC. When indicated, an *Aicda*-GFPtg AID reporter transgene was used. **(A)** Representative flow cytometry and mean ± SD (except at day 0, SEM) GCBC proportion in splenocytes, for *n* mice/genotype from five experiments. **(B)** Absolute GCBC numbers compiled from two experiments, from A. **(C)** Representative flow cytometry of Ki67 staining and GC Ki67^LOW^ cell proportion compiled from two experiments. **(D)** Representative flow cytometry plots distinguishing DZ (Cxcr4^+^ CD86^LOW^) and LZ (Cxcr4^−^ CD86^HIGH^) GCBC and histograms of Cxcr4 expression, with proportion of Cxcr4^−^CD86^LOW^ cells compiled from two experiments. **(E)** Representative flow cytometry of Ki67 staining in DZ, LZ and Cxcr4^−^CD86^LOW^ GCBC, noting Ki67^LOW^ cell proportions (from C). **(F)** Representative flow cytometry of AID expression in GC LZ B cells (B220^+^ GL7^+^ CD95^+^ Cxcr4^−^ CD86^LOW^) and its Cxcr4^−^CD86^LOW^ subset, with proportion AID^+^ B cells in the DZ, LZ, and Cxcr4^−^ CD86^LOW^ cells compiled from two experiments. **(G)** Representative flow cytometry of GCBC (gated as B220^+^ IgD^−^ CD95^+^) and their Cxcr4 histogram, indicating mean ± SD proportions for eight mice from three experiments. Representative DZ/LZ gating with compiled DZ/LZ ratio plots are also shown. **(H)** Representative flow cytometry of CD38 and Cxcr4 expression in GCBC (B220^+^ IgD^−^ CD95^+^) and compiled proportion of Cxcr4^−^ CD38^+^ cells and DZ/LZ ratios after excluding CD38^+^ cells. **(I)** Representative flow cytometry and proportions of GCBC with CD38^+^ Bcl6^−^ and CD38^+^ CCR6^+^ phenotypes. **(H and I)** Same mice as in G. **(B–D and F–I)** Plots show values for individual mice (symbols) and means (bars or lines). Significant (α = 0.05) P values by unpaired, two-tailed Student’s *t* test are indicated in the figure.

### Prmt1 is upregulated in positively selected GCBC

While Prmt1 was expressed in most GCBC (Fig. 1 C), we analyzed its transcript levels in gene expression datasets that discriminated GCBC subsets (Dominguez-Sola et al., 2012; Ise et al., 2018; Victora et al., 2010; Victora et al., 2012) to look for a subset where it might be differentially expressed. *Prmt1* transcripts were higher in the LZ than in DZ B cell pools (147.8 vs. 82.1 reads per kilobase per million mapped reads [RPKM], respectively, GSE127267). Moreover, within the LZ, *Prmt1* was substantially upregulated in GCBC LZ subsets with high *Myc* expression (Fig. 4 A). To derive a higher-resolution picture of *Prmt1* expression, we analyzed single-cell RNA-seq (scRNA-seq) datasets of GCBC sorted from mice acutely infected with lymphocytic choriomeningitis virus (LCMV; Laidlaw et al., 2020). The B cell cluster with the highest *Prmt1* expression coincided with the highest expression of Myc (Fig. 4 B; see Fig. S2 A for clustering). Since Myc identifies B cells recently selected by T_fh_ cells (Pae et al., 2021; Dominguez-Sola et al., 2012; Calado et al., 2012), we further analyzed a potential link between Prmt1 and positive selection. We isolated the B cells with detectable Myc transcript expression (*N* = 466) from the scRNA-seq dataset and performed unsupervised clustering, which yielded four clusters (Fig. 4 C). The analysis of differentially expressed genes, cell cycle score, and enriched signatures in each cluster indicated that clusters 0, 1, and 3 were LZ GCBC subpopulations (Fig. 4 C and Fig. S2 B), while cluster 2 cells were MBC precursors exiting the GC, as indicated by low S and G2/M scores (Fig. S2 C), high post-GC signature (Fig. 4 C), and *Ccr6* expression (Fig. S2 B). Cluster 0 cells were classified as LZ based on their high *Bcl6* expression and low proliferation markers, while cluster 1 were assigned as B cells reentering the DZ based on their differential expression of *Mki67* and enrichment in S, G2/M, and E2F signatures (Fig. 4 C and Fig. S2, B and C). Cluster 3 was assigned as cells at or soon after positive selection based on the differential expression of *Batf* and *Ccnd2* (Fig. S2 B), and enrichment in Myc targets and mTORC1 activation signatures (Fig. 4 C; Pae et al., 2021; Dominguez-Sola et al., 2012; Calado et al., 2012; Inoue et al., 2017). *Prmt1* was among the differentially expressed genes distinguishing cluster 3 (adjusted P value [P-adj] = 8.9 × 10^−5^) and was less expressed in clusters 0 and 1 (Fig. 4 C and Fig. S2 C), indicating its transient upregulation during positive selection. We obtained very similar results with another scRNA-seq dataset (Duan et al., 2021), which showed the highest *Prmt1* expression in the Myc^+^ cell cluster and in which the subclustering of Myc^+^ cells (*n* = 324) yielded three subclusters, with the highest *Prmt1* expression coinciding with Myc and mTORC activation, rather than G2/M or post-GC signatures (Fig. S2 D).

**Figure 4.**
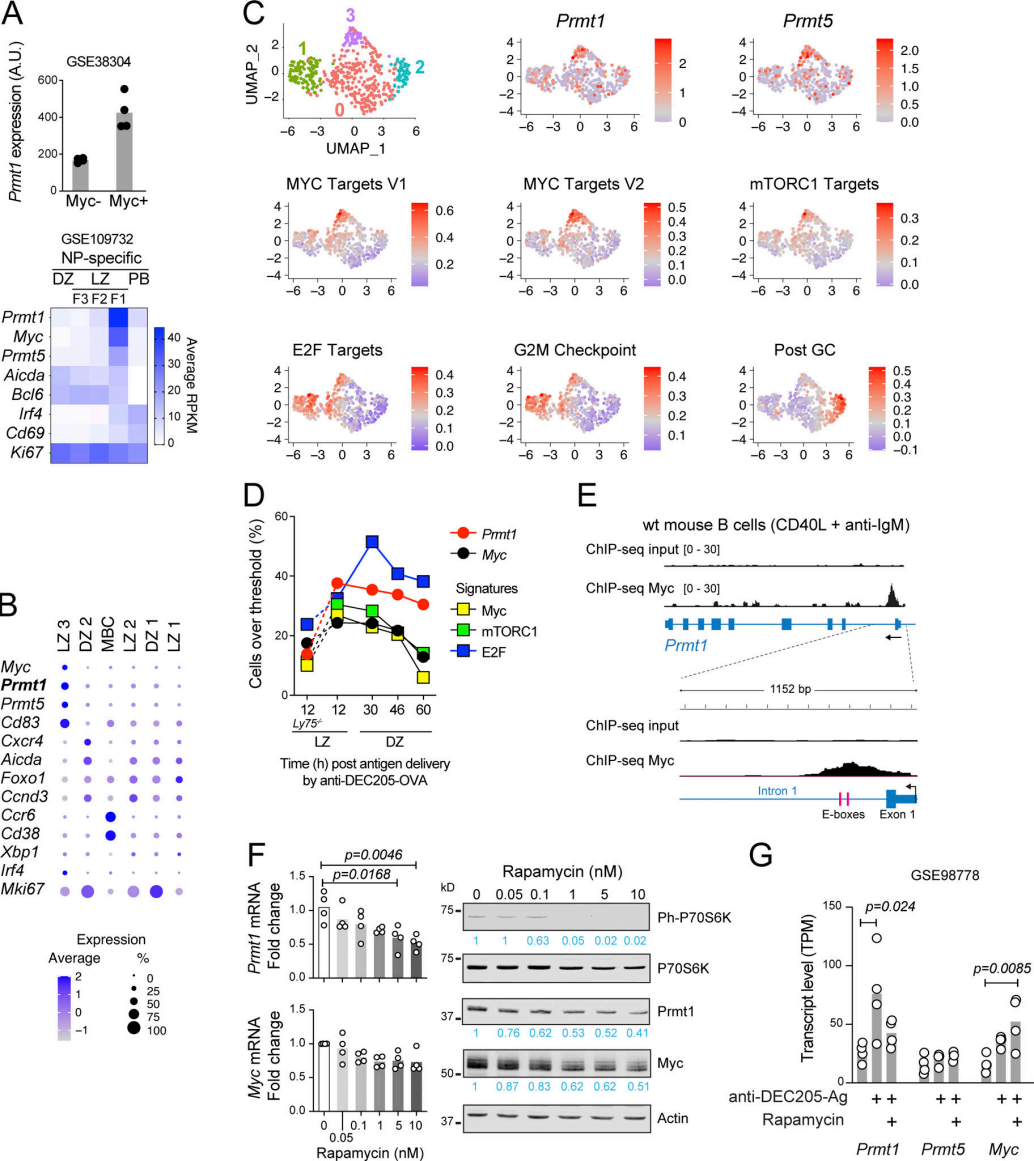
**PRMT1 is upregulated in positively selected GCBC. (A)** Top: *Prmt1* transcript levels in GCBC subsets sorted based on the expression of a *Myc* reporter (symbols are replicates; Dominguez-Sola et al., 2012). Bottom: Antigen-specific (NP-binding) B cells from DZ, three LZ fractions (F1-3), and plasmablasts (PB). Average of three replicates per fraction (Ise et al., 2018). **(B)** Relative expression of selected genes in B cell clusters obtained from scRNA-seq of splenic GCBC sorted from mice acutely infected with LCMV (GSE148805; Laidlaw et al., 2020). **(C)** Unsupervised clustering of the cells from B that expressed Myc (*n* = 466) visualized by UMAP (top left), and relative expression of genes and ssGSEA enrichment for selected signatures in the same cells. **(D)** Proportion of GCBC with above-threshold expression of the indicated genes or enrichment in selected signatures, at various timepoints after targeted antigen delivery (scRNA-seq, GSE162182; Pae et al., 2021). *Ly75*^*−/−*^ cells did not receive antigen. The assigned location of the cells (LZ or DZ) is as per the original report. **(E)** ChIP-seq tracks (GSE80669) of input and Myc signal at *Prmt1* in C57BL6 mouse splenic B cells stimulated with anti-IgM (48 h) and then CD40L on feeder cells (24 h). The position of two predicted Myc-binding sites (E-boxes) is shown. **(F)** Transcript levels by RT-qPCR (normalized to *Actin*) in purified mouse splenic B cells activated with LPS + IL-4 for 48 h before adding rapamycin for 24 h. Values for individual mice (symbols) and means (bars) from two experiments. A representative Western blot of the indicated proteins in whole cell extracts confirms mTORC1 inhibition by reduced phosphorylation of its target P70S6k. **(G)** Gene expression from bulk RNA-seq of DEC205^+^ GCBC sorted before or after delivery of antigen (anti-DEC205-Ag), alone or in combination with rapamycin treatment (Ersching et al., 2017). Values for replicates (dots) and means (bars). **(F and G)** Significant (α = 0.05) P values by one-way ANOVA with post-test are indicated in the figure. Source data are available for this figure: SourceData F4.

**Figure S2.**
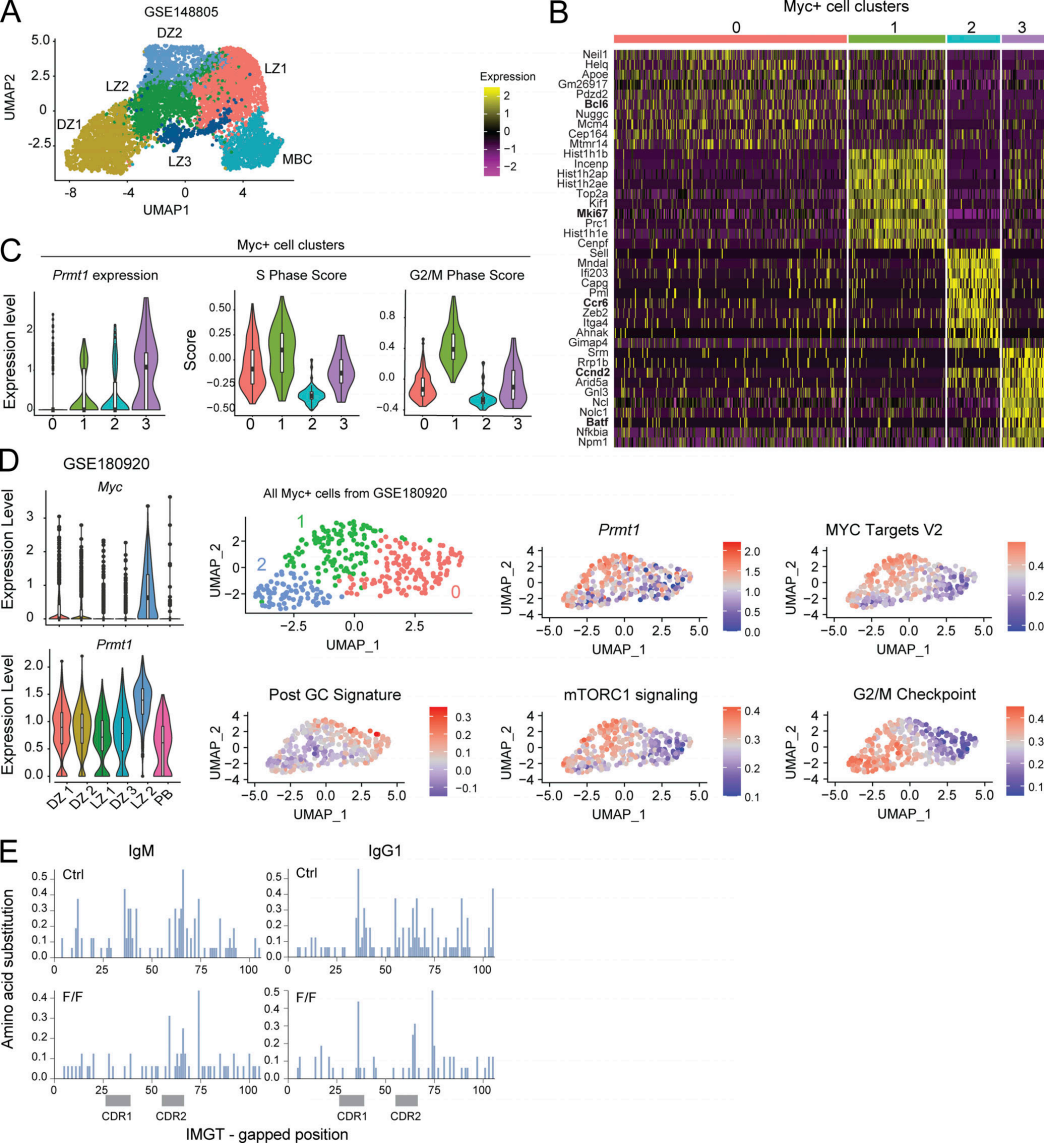
**Single cell analysis of *Prmt1* expression in GCBC.** Related to Figs. 4 and 5. **(A)** UMAP visualization of scRNA-seq data corresponding to splenic GCBC and MBCs sorted from a pool of four mice 11 d after LCMV infection (GSE148805). Single cells were clustered and colored accordingly. Clustering of GCBC subsets generally reproduced the assignments in the original report (Laidlaw et al., 2020; see Materials and methods). **(B)** Heatmap of the top 10 differentially expressed genes in four subpopulations (clusters 0–3) resulting from the unsupervised clustering of all cells in A that expressed above-threshold *Myc* transcript. **(C)** Prmt1 expression and cell cycle score for each of the Myc^+^ clusters from B). **(D)** Violin plots of *Myc* and *Prmt1* expression in the different GCBC clusters obtained as in A from the GSE180920 dataset (Duan et al., 2021). Unsupervised clustering of the cells from the dataset that expressed above-threshold *Myc* (*n* = 324), and relative expression of genes and ssGSEA enrichment for selected signatures in the same cells. **(E)** Distribution of amino acid substitution frequencies along the IgVH1-72 protein sequence in sorted GCBC from *Prmt1*^*F/F*^ Cγ1-cre (FF) and Cγ1-cre (Ctrl) mice.

To better establish the timing of *Prmt1* upregulation in the GC cycle, we took advantage of a scRNA-seq dataset of GCBC sorted at different times after positive selection (Pae et al., 2021). In this experiment, adoptively transferred B cells *Ly75*^*+/+*^ (encoding the surface protein DEC205) were specifically provided with antigen (conjugated to an anti-DEC205 antibody), which synchronizes their progression from the LZ into the DZ. We found that *Prmt1* expression was maximal 12 h after antigen delivery, coinciding with Myc and mTOR signatures peaks, and progressively declined from 30 h onwards (Fig. 4 D). Since *Ly75*^*+/+*^ B cells are synchronized at positive selection 12 h after antigen delivery and then enter the DZ and activate the E2F signature at 30 h and later times (Pae et al., 2021), our analysis placed Prmt1 upregulation at the positive selection. Accordingly, the unselected control *Ly75*^*−/−*^ B cells, which do not uptake the antigen, showed the lowest Prmt1 expression (Fig. 4 D).

We conclude that, while *Prmt1* is ubiquitously expressed in GCBC, it is transiently upregulated in positively selected GCBC, suggesting a need for higher Prmt1 activity at this point.

### Myc and mTORC1 regulate *Prmt1* expression

We probed the mechanism responsible for increasing *Prmt1* expression in positively selected cells. Myc was a likely candidate given the overlap of Prmt1 expression with other upregulated Myc targets (Fig. 4 C and Fig. S2 D). We found two candidate Myc binding sites (E-boxes) within the first intron of *Prmt1*, which coincided with the region occupied by *Myc* in activated B cells (Fig. 4 E; ChIP-seq dataset from Chou et al., 2016). These data implicated Myc in the upregulation of *Prmt1* in B cells.

Given that *Prmt1* upregulation in GCBC also coincided with mTORC1 activation (Fig. 4, C and D; and Fig. S2 D), we tested if mTORC1 activity was required for optimal *Prmt1* expression. Indeed, treating activated B cells with rapamycin caused a dose-dependent reduction in Prmt1 transcript and protein (Fig. 4 F). Moreover, gene expression data from mouse GCBC that had received antigen via the anti-DEC205 system (Ersching et al., 2017) showed that rapamycin prevented *Prmt1* upregulation during positive selection in vivo (Fig. 4 G).

We conclude that *Prmt1* is specifically upregulated in GCBC via Myc and mTORC1, coinciding with positive selection.

### Prmt1 promotes GCBC LZ to DZ transition

Positive selection of GCBC promotes their progression through the S-phase of the cell cycle, which starts in the LZ but is completed mostly within the DZ (Gitlin et al., 2014; Gitlin et al., 2015). We thus examined S-phase progression as a proxy for determining if Prmt1 deficiency compromised LZ to DZ entry. We sequentially pulsed immunized mice with the nucleoside analogs EdU and BrdU (Gitlin et al., 2014; Gitlin et al., 2015) and measured the proportion of GCBC in different S-phase stages according to their single or double nucleotide incorporation (Fig. 5 A). While Prmt1-null and control GCBC were similarly distributed in the early S-phase, there was a significant reduction in the proportion of Prmt1-deficient GCBC reaching the mid/late-S and late/post-S phases (Fig. 5 A).

**Figure 5.**
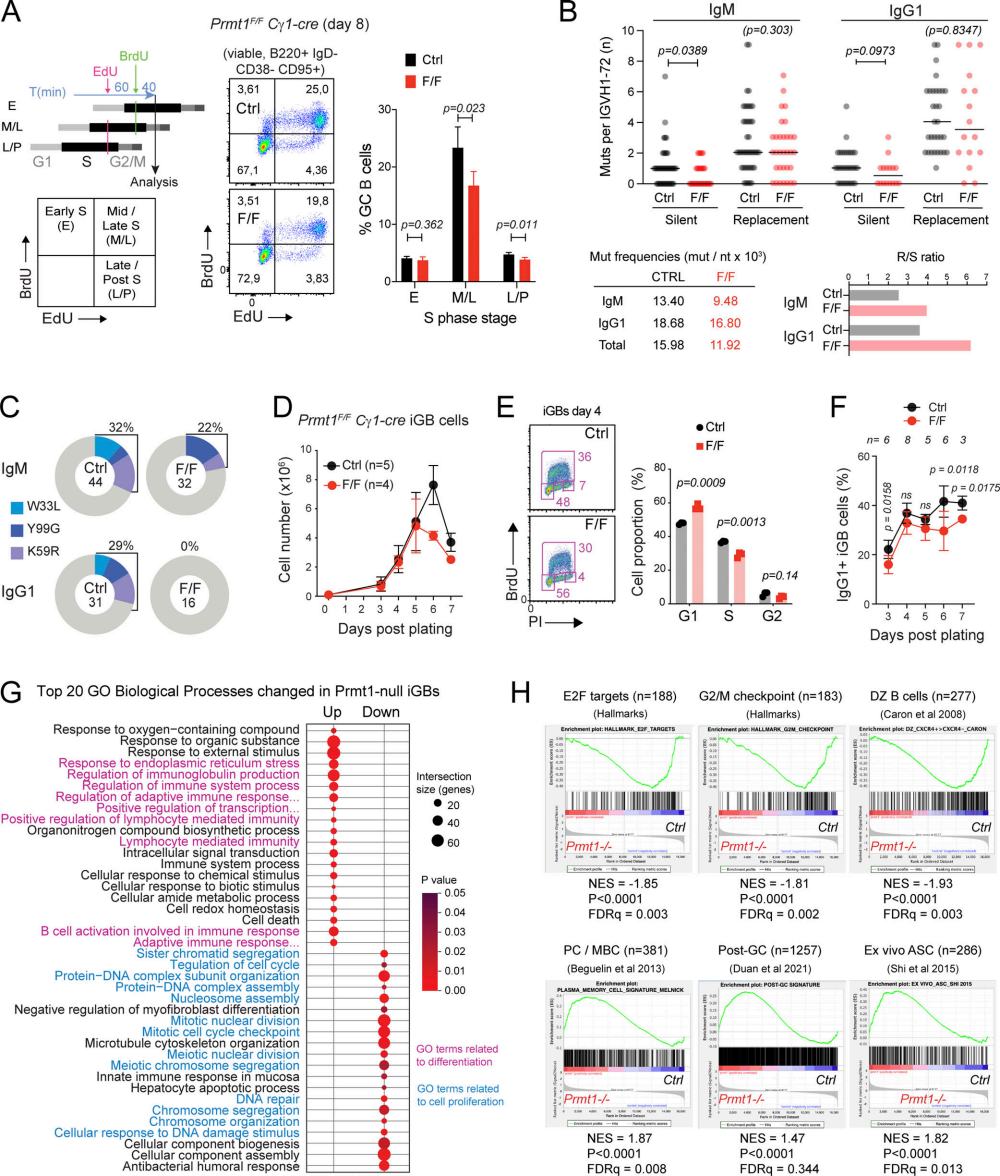
**PRMT1 is needed for GCBC transition from LZ to DZ. (A)** Scheme of the EdU/BrdU double-pulse cell labeling assay to assess S-phase progression. Representative flow cytometry plots distinguishing EdU and BrdU incorporation in GCBC and mean proportions + SD of four mice from two experiments. P values by Student’s *t* test are indicated in the figure. **(B)** SHM in GCBC sorted from NP-CGG immunized mice. Clockwise: Silent (S) and replacement (R) mutations in individual IgM and IgG using IGVH1-72 within a unique VDJ rearrangement (symbols), with medians (lines). P values calculated by Mann–Whitney test. The table of mutation frequencies is indicated in the figure. The plot of calculated replacement to substitution ratios. **(C)** Pie charts of the proportion of n sequences (indicated at center) with each affinity-enhancing mutation. **(B and C)** Data compiled from two experiments with two to three mice pools per genotype each. **(D)** Growth curve of iGBs derived from Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mouse splenic B cells plated on 40LB feeder cells (+1 ng/ml IL-4). Mean + SEM from two experiments. **(E)** Cell cycle profile of Cγ1-cre (Ctrl) and *Prmt1*^*F/F*^ Cγ1-cre (F/F) iGBs pulsed with BrdU (10 μM) for 1 h at 4 d after plating. Representative staining with anti-BrdU and propidium iodide (PI) and mean + SD for three mice per genotype from two experiments. **(F)** Mean ± SD proportion of IgG1^+^ iGB cells for *n* mice from five experiments as in D. **(G)** Functional annotation of genes differentially expressed *Prmt1*^*F/F*^ Cγ1-cre versus Cγ1-cre control iGBs. Differentially expressed changes (P-adj < 0.05) were ranked by expression level (base mean), and genes up- (318) and down- (388) regulated with base mean >100 were analyzed separately with gProfiler. **(H)** Selected transcriptional signatures analyzed by GSEA.

We also analyzed SHM, which accrues with each round of cell division in the DZ (Gitlin et al., 2014). We sorted GCBC from mice immunized with NP-CGG at the peak of the GC reaction and analyzed SHM in IgM and IgG1 VDJ rearrangements using VH186.2 (IGHV1-72), which is preferentially selected by NP (Cumano and Rajewsky, 1985). The overall SHM accumulation at IGHV1-72 was lower in the Prmt1-null than control, with IgM showing a larger decrease than IgG1 (Fig. 5 B). Discriminating silent (S) and replacement (R) mutations further showed a significant reduction in the frequency of S mutations in IgM and a clear trend in IgG1 (Fig. 5 B). Accordingly, the VH186.2 sequences from Prmt1-null GCBC displayed a higher R/S mutations ratio than controls (Fig. 5 B). We also found that the well-described mutations W33L, Y99G, and K59R, which are each sufficient to confer high affinity against NP (Allen et al., 1988; Furukawa et al., 1999), were much less frequent in the Prmt1-null GCBC than controls (Fig. 5 C). We interpret these data as indicating that SHM accumulation is impaired, as shown by the frequency of the mutations that are not phenotypically selected (silent), which would thus reduce the probability of acquiring the W33L, Y99G, or K59R mutations. Supporting this, replacement mutations were less focused on hotspots in Prmt1-null compared with WT IgV sequences (Fig. S2 E). On the other hand, the increased R/S ratio suggests ongoing affinity selection of Prmt1-null B cells in the GC of *Prmt1*^*F/F*^ Cγ1-cre mice.

Together, the defects in S-phase progression and SHM accumulation are consistent with Prmt1-null undergoing fewer DZ cycles than control GCBC.

### Prmt1 regulates B cell proliferation after activation

To uncover B cell–intrinsic effects of Prmt1, we expanded *Prmt1*^*F/F*^ Cγ1-cre naive B cells ex vivo by co-culturing with feeder cells that provided CD40L and BAFF. In this system, B cells acquire a GC-like phenotype (iGBs) and switch to IgG1 (Nojima et al., 2011; Litzler et al., 2019). *Prmt1*^*F/F*^ Cγ1-cre iGBs initially grew similarly to the control but then slowed down (Fig. 5 D). This was not due to inefficient Prmt1 excision, as reduced aDMA was evident by day 3 without any noticeable outgrowth of unexcised cells (Fig. S3 A). *Prmt1*^*F/F*^ Cγ1-cre iGBs had similar apoptosis levels to the controls (Fig. S3 B) but showed cell cycle arrest in G1 (Fig. 5 E), consistent with reduced proliferation. Switching to IgG1 in the *Prmt1*^*F/F*^ Cγ1-cre iGBs was largely normal, being slightly lower at the time points when proliferation was reduced (Fig. 5 F). *Prmt1*^*F/F*^ Cγ1-cre mice showed a lower proportion of IgG1^+^ GCBC compared with controls (Fig. S3 C), but since the probability of isotype switching increases with each cell division after B cell activation (Hasbold et al., 1998), we ascribed the switching deficit in vivo to the reduced proliferation of the Prmt1-null B cells. To rule out any requirement of Prmt1 in isotype switching, we used the CH12F3 B cell line, which switches from IgM to IgA upon cytokine stimulation (Nakamura et al., 1996). CH12F3 cells constitutively expressed Prmt1, which was efficiently reduced by shRNA (Fig. S3 D). Prmt1 deficiency did not significantly affect AID expression or germline switch transcripts levels (Fig. S3, E and F). Like in primary B cells, Prmt1 depletion reduced CH12F3 B cell proliferation (Fig. S3 G), but switching to IgA was normal (Fig. S3 H).

**Figure S3.**
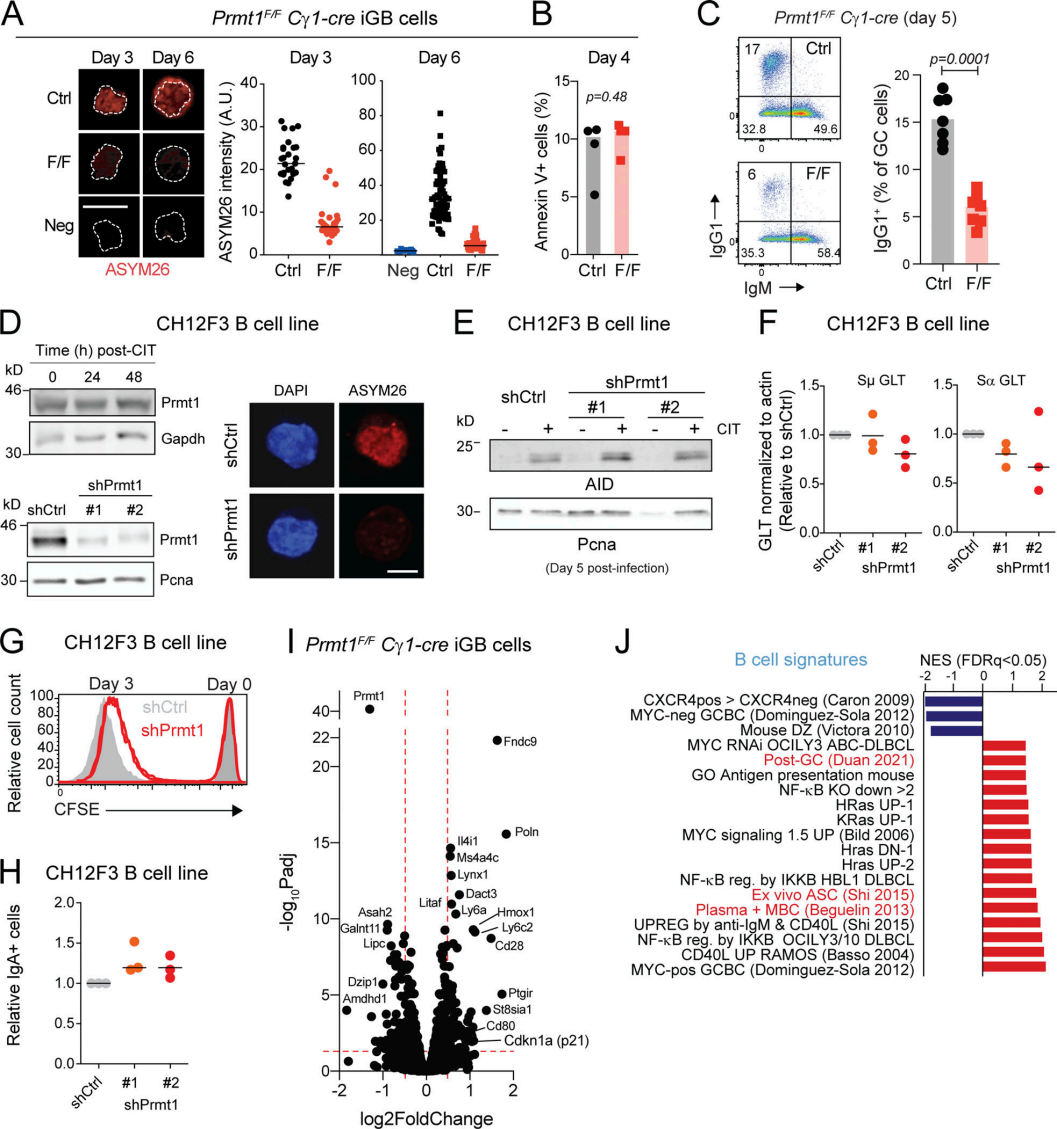
**Prmt1 depletion in iGBs and CH12F3 B cells.** Related to Fig. 5. **(A)** Overall aDMA levels estimated by IF with ASYM26 antibody in iGBs derived from Cγ1-cre (Ctrl) or *Prmt1*^*F/F*^ Cγ1-cre (F/F) mouse splenic B cells on days 3 and 6 after plating. Nuclei (dotted lines) were traced based on DAPI staining. Total signal was quantified and plotted for individual cells (symbols) with means (lines). Scale bar, 10 µm. **(B)** Mean ± SD proportion of Annexin-V^+^ Cγ1-cre (Ctrl) and *Prmt1*^*F/F*^ Cγ1-cre (F/F) cells in iGBs cultures at day 4. Individual mice (symbols) and means (lines) from two experiments are shown. **(C)** Representative flow cytometry and frequency of IgG1^+^ GCBC (B220^+^ IgD^−^ GL7^+^ CD95^+^) in *Prmt1*^*F/F*^ Cγ1-cre (FF) and Cγ1-cre (Ctrl) mice, 5 d after immunization, from three experiments. **(D)** Counterclockwise: Prmt1 and Gapdh (loading control) probed by Western blot in CH12F3 B cells over times post-CIT (1 μg/ml anti-CD40, 10 ng/ml IL-4, 1 ng/ml TGFβ). Western blot of Prmt1 and Pcna (loading control) in CH12F3 cells expressing control shRNA or two different shRNAs (#1 and #2) targeting Prmt1. Representative IF with ASYM26 showing efficient depleting of aDMA in CH12F3 cells expressing shRNA control or against Prmt1. Scale bar, 10 µm. **(E)** AID and Pcna (loading control) by Western blot in CH12F3 in cells treated as in D. **(F)** Sµ and Sα germline transcripts (GLT) measured by RT-qPCR in CIT-stimulated CH12F3 cells expressing shRNAs as in D), from three experiments. **(G)** CFSE histogram of CH12F3 B cells expressing shRNAs just after staining (day 0) and 3 d after CIT stimulation. Representative of two experiments. **(H)** Proportion of IgA^+^ in CH12F3 cells expressing shRNAs as in D at day 3 after CIT from three independent experiments (dots) normalized to shCtrl cells. Lines indicate means. **(I)** Volcano plot of transcriptional changes in *Prmt1*^*F/F*^ Cγ1-cre versus Cγ1-cre iGBs at day 3.5, by RNA-seq (three biological replicates per genotype). Dashed lines indicate thresholds (>1.4-fold change in either sense, P-adj < 0.05). **(J)** Transcriptional signatures significantly down (blue bars) or up (red bars) in Prmt1-null iGBs, ranked by normalized enrichment score (NES) calculated by GSEA for an ad hoc signature collection (see Table S1). **(B and C)** P values by unpaired, two tailed Student’s *t* test are indicated in the figure. Source data are available for this figure: SourceData FS3.

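Splenic B cells from 3 Cγ1-cre mice (Control) and 3 Prmt1 F/F Cγ1-cre mice (Prmt1-null), 2 females and 1 male of each genotype, had been grown as iGBs on 40LB feeder cells and separated from the feeders before RNA was extracted. The paper's methods place the harvest on day 3.5 after plating. Each mouse gave 1 library. The authors aligned the trimmed reads to mm10 with STAR and counted them on the exons of each Ensembl gene with featureCounts, and the values they deposited are these raw counts, without normalization. Between 45343250 and 62774232 reads per library were counted on genes, with a median of 50478109 in Control and 57928676 in Prmt1-null iGBs. The total counts of the groups did not separate (two-sided exact permutation test, p = 0.4). The sample labels describe the libraries as stranded. The paper's text does not say whether the counting used the strand of the reads, so the values of a gene that overlaps another are uncertain.

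Counts were normalized for library size and composition by edgeR's TMM method, which gave scaling factors from 0.985 to 1.013. The 398 genes on chromosome Y were left out, and 18268 genes with enough counts for edgeR's filter were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p under 0.05 and a mean normalized count over 100, the minimum in the legend of Fig. 5 G. Means with an SD are of n = 3 mice per group. With 3 mice against 3, no permutation test of a single value can give a p under 0.10.

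Prmt1 (ENSMUSG00000052429) lies on the minus strand of chromosome 7 of mm10 from 44975989 to 44986568. Its normalized counts were 3964, 3924 and 4838 in the 3 Control libraries and 1745, 1478 and 1477 in the 3 Prmt1-null libraries. The means were 4242 ± 516 (SD) and 1567 ± 154 (SD), so that 36.9% of the Control level was still counted on the gene. The log2 fold change was −1.44 (standard error 0.095, adjusted p = 1.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap (exact permutation test, p = 0.10). The alternative that moved this value most was DESeq2's Wald test with a zero-centred prior on fold changes, with a log2 fold change of −1.22.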

To identify biological processes intrinsically regulated by Prmt1 in B cells, we generated RNA-seq data of WT and Prmt1-null iGBs. 

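With an adjusted p under 0.05 and a mean normalized count over 100, 216 genes differed between Prmt1-null and Control iGBs, 106 of them higher and 110 lower in Prmt1-null iGBs. At an unadjusted p under 0.05 there were 2467 genes, where 913 would be expected among the 18268 genes with no difference. The normalized counts of the groups did not overlap for any of the 216 genes. Among all genes tested, 3630 (19.9%) did not overlap, where chance gives 10%. The median absolute log2 fold change of the 216 genes was 0.43, their range was −1.83 to 1.84, and 13 changed more than 2-fold. With a fold change over 1.4 in either sense and an adjusted p under 0.05, 87 genes passed. The number past the threshold moved most with DESeq2's Wald test, to 706 genes, and as a ratio when Prmt1-null replicate 2 was left out, to 31 genes.

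The largest rise among these genes was in Poln (ENSMUSG00000045102), which lies on chromosome 5 from 34007179 to 34169448 and overlaps Haus3 on the same strand and another gene on the opposite strand, so its counts are uncertain. Its normalized count was 143.4 ± 26.0 (SD) in Control and 513.9 ± 72.6 (SD) in Prmt1-null iGBs, with a log2 fold change of 1.84 (standard error 0.177, adjusted p = 0.000439). Fndc9 (ENSMUSG00000048721, chromosome 11, 46235531 to 46239872) rose from 560.4 ± 117 to 1729 ± 288 normalized counts, a log2 fold change of 1.63 (standard error 0.157, adjusted p = 0.000439). Cd28 (ENSMUSG00000026012, chromosome 1, 60716800 to 60773359) rose from 163 ± 31.3 to 456.9 ± 79.4 normalized counts, a log2 fold change of 1.49 (standard error 0.187, adjusted p = 0.00309). Ptgir and St8sia1 were the other genes among the 5 largest rises, with log2 fold changes of 1.74 and 1.38. St8sia1 overlaps a gene on the opposite strand. The largest fall was in Amdhd1 (ENSMUSG00000015890, chromosome 10, 93523338 to 93540033), from 251 ± 16.3 to 70.28 ± 40.8 normalized counts, with a log2 fold change of −1.83 (standard error 0.361, adjusted p = 0.0288). Across the 6 fits that each left out one library this fold change lay between −2.12 and −1.41, with adjusted p from 0.0323 to 0.097. The order of the largest changes depended on the test. With DESeq2's zero-centred prior on fold changes, Amdhd1 fell less (−0.53) than Prmt1 (−1.22), and Poln rose less (1.07) than Fndc9 (1.15). With edgeR, the falls that followed after Prmt1 were in 2010109I03Rik (log2 fold change −1.26), Ccdc38 (−1.14) and Dzip1 (−0.99). Amdhd1 and Ccdc38 lie close together on chromosome 10, and both were lowest in Prmt1-null replicate 1, so they may not be separate changes. A shared local cause was not tested for them. Ccdc38 and Dzip1 each overlap a gene on the opposite strand, and the adjusted p of Ccdc38, 0.033, was 0.0535 with DESeq2's Wald test (1.72e-17 to 0.0604 over its alternatives). These p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and for each of these genes all 3 Prmt1-null libraries lay on one side of all 3 Control libraries.

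Of the 21 genes labelled in Fig. S3 I, 15 were higher and 6 lower in Prmt1-null iGBs, and none of them overlapped between the groups. With the adjustment over all genes tested, 20 of them had an adjusted p under 0.05, and Cdkn1a was the exception. With the adjustment over these 21 alone all 21 did, which shows no stability because the list is the paper's own. Dact3 (ENSMUSG00000078794) had 1113 ± 50.2 normalized counts in Control and 1879 ± 87.4 in Prmt1-null iGBs, with a log2 fold change of 0.76 (standard error 0.09, adjusted p = 0.00227 from the same test).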

There were 706 differentially expressed genes (318 up- and 388 downregulated) in *Prmt1*^*F/F*^ Cγ1-cre versus control iGBs at day 4 after plating (Fig. S3 I). 

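Expression of 9 gene sets written down before the data were examined was compared with camera, which asks whether the genes of a set move together relative to all other genes, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 9 sets. The median log2 fold change of all tested genes was −0.001. The S phase and G2/M sets are those of the Seurat package and the histone set holds the replication-dependent histone genes. Of the 43 S phase genes, 34 were lower in Prmt1-null iGBs, with a median log2 fold change of −0.14 (camera adjusted p = 8.56e-07). Of the 54 G2/M genes, 46 were lower, with a median of −0.16 (camera adjusted p = 5.7e-12). For both sets, the median level of the set's genes was lower in all 3 Prmt1-null libraries than in all 3 Control libraries. Of the 69 histone genes, 65 were lower, with a median log2 fold change of −0.20 (camera adjusted p = 8.2e-16), but the libraries overlapped for this set. Across the 6 fits that each left out one library, the median of the histone set lay between −0.268 and −0.074.

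These p-values vary with how the libraries are grouped. The 6 libraries can be split into 3 and 3 in 10 ways. In the 9 splits other than Control against Prmt1-null, 45 of the 81 camera tests of these sets (55.6%) gave an unadjusted p under 0.05. Each of these splits sets 2 libraries of a genotype and 1 of the other against the reverse. Part of any genotype difference stays in them, so this share is not the rate to be had with no difference. For the S phase set, the split of Control replicates 1 and 2 and Prmt1-null replicate 3 against the rest, which like the genotypes parts all 3 same-numbered pairs of libraries, gave a camera p of 2.03e-09. The genotypes gave 5.71e-07. For the G2/M set no other split gave a p as small as that of the genotypes, 1.27e-12. For the histone set, the smallest p of another split was 2.58e-33, from a split that parts only 1 same-numbered pair, against 9.11e-17 for the genotypes. The alternative that moved these sets most was camera with the inter-gene correlation estimated from the data, which left the medians as they were and gave adjusted p of 0.201 for S phase, 0.148 for G2/M and 0.168 for histone genes. Over all the alternatives apart from the fits that each left out one library, the adjusted p ranged from 1.06e-07 to 0.201 for S phase, from 8.96e-14 to 0.148 for G2/M and from 4.03e-20 to 0.168 for histone genes.

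**Figure D1:**
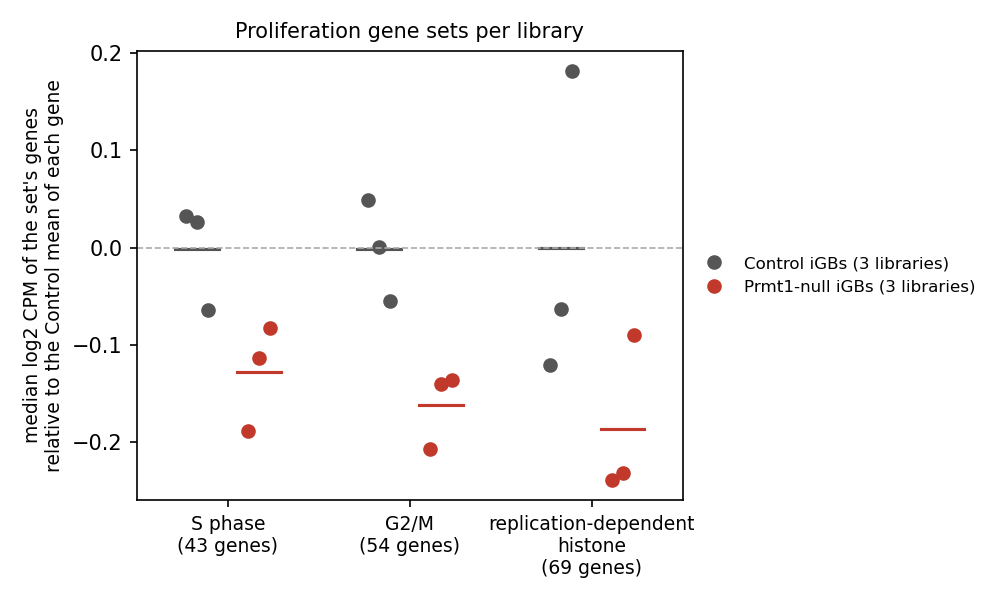
Median log2 CPM (counts scaled to library size) of the genes of each set, relative to each gene's mean in Control iGBs (y axis), for the S phase, G2/M and histone sets (x axis). Each point is 1 library and each bar the mean of 3 libraries. The Prmt1-null libraries lie between −0.19 and −0.08 for S phase and between −0.21 and −0.14 for G2/M, below the Control libraries, and overlap with them for the histone genes.

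Single genes of these sets changed little. The 3 S phase genes with the smallest p were Ccne2, Rrm2 and Rfc2, with log2 fold changes of −0.43, −0.30 and −0.30 (standard errors 0.088, 0.061 and 0.059, and adjusted p of 0.0332, 0.033 and 0.0282). Rrm2 (ENSMUSG00000020649), on chromosome 12 from 24708241 to 24714146, had 7590 ± 156 (SD) normalized counts in Control and 6159 ± 393 (SD) in Prmt1-null iGBs. Ccne2 and Rfc2 each overlap a gene on the opposite strand. Among the G2/M genes, Kif11 (ENSMUSG00000012443) had a log2 fold change of −0.36 (standard error 0.063, adjusted p = 0.0152) and Ncapd2, which overlaps small RNA genes, one of −0.29 (standard error 0.06, adjusted p = 0.033). Hist1h2br (ENSMUSG00000069303) fell from 9393 ± 614 to 7192 ± 272 normalized counts, a log2 fold change of −0.39 (standard error 0.064, adjusted p = 0.011). For each of these 6 genes the groups did not overlap, and each lost its call in at least 1 of the fits that left out one library. Mki67 (log2 fold change −0.13, standard error 0.12, adjusted p = 0.712), Cxcr4, a marker of DZ GCBC (−0.03, standard error 0.078, adjusted p = 0.901), and Myc (0.03, standard error 0.069, adjusted p = 0.902) did not differ by more than the spread between replicates, and each of these values changed sign under at least 1 alternative or with a library left out. All of these adjusted p are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

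Among 672 mouse Reactome sets with 15 to 500 tested genes, 58 were lower in Prmt1-null iGBs at a camera adjusted p under 0.05. They hold 50 distinct gene lists, and 39 of the 58 contain histone genes. Other splits of the libraries gave up to 47 sets in one direction. With the estimated inter-gene correlation 0 sets were lower at an adjusted p under 0.05, and 5 at an unadjusted p under 0.05.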

Consistent with the alterations observed in vivo and ex vivo, PRMT1-null B cells downregulated gene signatures related to cell proliferation and DZ GCBC (Fig. 5, G and H; Fig. S3 J, and Table S1). We have shown that Prmt5 is also required for iGBs and GCBC proliferation (Litzler et al., 2019). Like *Prmt1*, *Prmt5* is another Myc target (Koh et al., 2015) and was upregulated in positively selected GCBC clusters (Fig. 4, B and C). However, iGBs lacking both *Prmt1* and *Prmt5* showed a larger proliferation defect compared with either one of the single deficiencies (Fig. S4 A), indicating they contributed independently to B cell proliferation. Accordingly, there was little overlap between the transcriptional signatures affected by each deficiency in iGBs (Fig. S4 B), showing that each enzyme regulated distinct biological processes in B cells.

**Figure S4.**
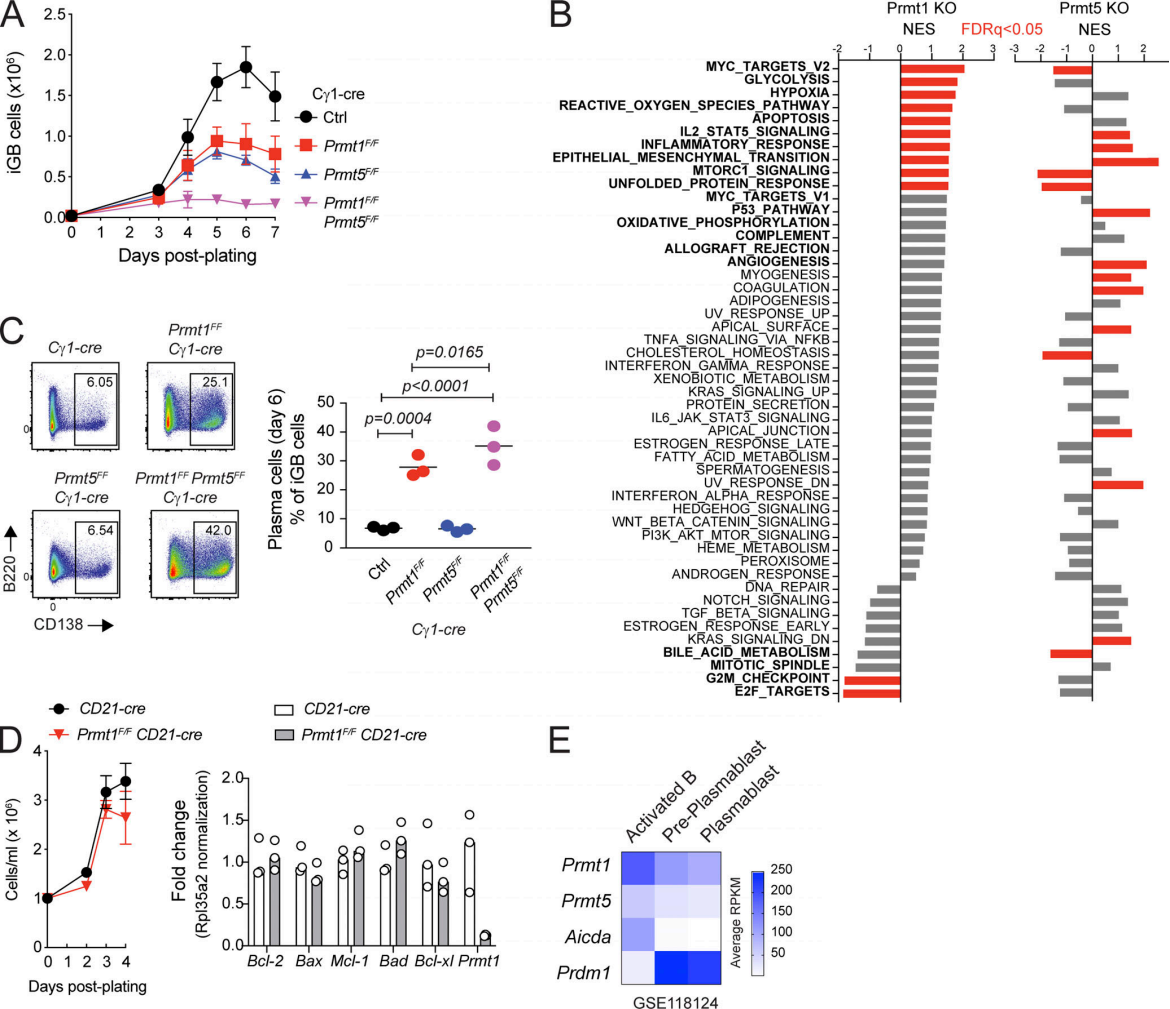
**Non-redundant function of PRMT1 and PRMT5 in B cells.** Related to Figs. 5 and 7. **(A)** Mean + SD cell number in iGB cultures derived from splenic B cells from control, *Prmt1*^*F/F*^, *Prmt5*^*F/F*^, or *Prmt1*^*F/F*^ *Prmt5*^*F/F*^, all in Cγ1-cre background, mice. Three mice/genotype from two experiments. **(B)** RNA-seq data obtained from iGBs from *Prmt1*^*F/F*^ Cγ1-cre versus Cγ1-cre, and a similar experiment comparing *Prmt5*^*F/F*^ Cγ1-cre versus Cγ1-cre iGBs (Litzler et al., 2019) were analyzed in parallel by GSEA against the Hallmark gene signature collection. **(C)** The proportion of PC in the cultures from A, determined by CD138 staining by flow cytometry. Significant P values by one-way ANOVA, except Prmt1 vs. double ko by unpaired two-tailed Student’s *t* test, are indicated in the figure. **(D)** Enumeration of cell number after activation with LPS + IL-4 of purified splenic B cells from CD21-cre *Prmt1*^*F/F*^ or CD21-cre controls (three mice/point from two experiments). Expression of the indicated pro- and anti-apoptotic genes in cDNA obtained 48 h after activation by RT-qPCR. **(E)** Expression of the indicated genes as average RPKM from two samples (GSE11812; Andreani et al., 2018).

We conclude that Prmt1 is dispensable for AID activity and isotype switching but supports activated B cell proliferation programs independently of Prmt5.

### PRMT1 limits MBC differentiation

The gene expression signatures found upregulated in Prmt1-null versus control iGBs were dominated by processes related to PC and MBC differentiation (Fig. 5, G and H; Fig. S3 J, and Table S1). 

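For the plasma cell (PC) set, 23 of the 29 genes tested were higher in Prmt1-null iGBs, with a median log2 fold change of 0.16 (camera adjusted p = 7.17e-11 over the 9 sets). The other sets raised in Prmt1-null iGBs were ER stress, with 34 of 40 genes higher and a median of 0.13 (camera adjusted p = 1.36e-07), ribosome biogenesis, with 41 of 56 genes higher and a median of 0.11 (camera adjusted p = 1.59e-05), glycolysis, with 18 of 21 genes higher and a median of 0.20 (camera adjusted p = 1.09e-07), and p53 targets, with 21 of 30 genes higher and a median of 0.08 (camera adjusted p = 0.000295). The memory B cell (MBC) set moved the other way, with 13 of 18 genes lower and a median of −0.15 (camera adjusted p = 0.00171). These are short lists of marker genes written for this comparison, not the signatures of Table S1. The PC set holds Cd28, Ly6a and Ly6c2, the MBC set Cd80 and the p53 target set Cdkn1a. All of these are labelled in Fig. S3 I, which shows these same libraries, so these sets are not independent of the paper's result. The PC set was not tested without them. For each of these 6 sets the Prmt1-null libraries lay on one side of all 3 Control libraries. No other split of the 6 libraries gave as small a camera p for any of the 6 sets, with 0.00546 as the smallest for the PC set against 2.39e-11 for the genotypes. The other sets came closer, with 1.38e-05 against 1.24e-05 for ribosome biogenesis, 0.00238 against 0.00171 for MBC, 4.43e-07 against 7.58e-08 for ER stress, 3.25e-06 against 4.83e-08 for glycolysis and 0.000856 against 0.000262 for p53 targets. With the inter-gene correlation estimated from the data, the PC set stayed under 0.05 (camera adjusted p = 0.0148, the highest of its alternatives, which went down to 4.8e-13). The adjusted p of the other 5 sets rose to 0.148 for ER stress (4.74e-09 to 0.148 over its alternatives with all 6 libraries), 0.124 for ribosome biogenesis (9.08e-09 to 0.124), 0.148 for glycolysis (5.22e-09 to 0.148), 0.168 for MBC (0.000507 to 0.638) and 0.124 for p53 targets (0.000227 to 0.124).

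**Figure D2:**
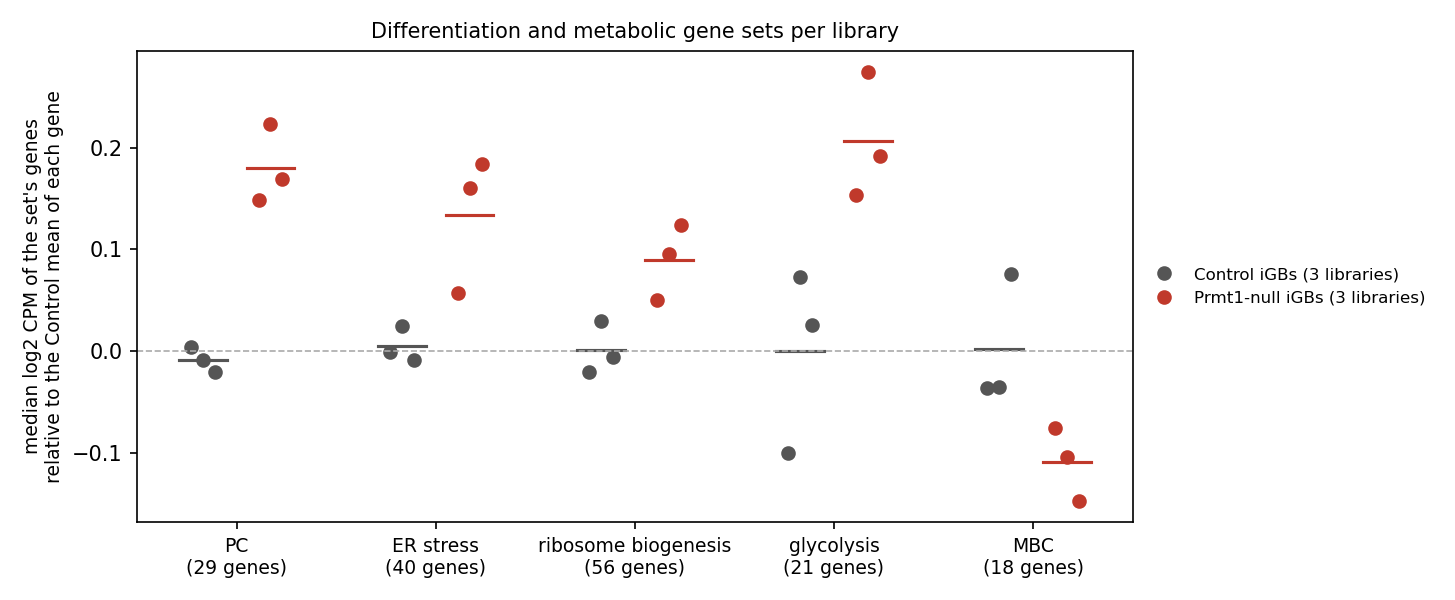
Median log2 CPM (counts scaled to library size) of the genes of each set, relative to each gene's mean in Control iGBs (y axis), for the PC, ER stress, ribosome biogenesis, glycolysis and MBC sets (x axis). Each point is 1 library and each bar the mean of 3 libraries. For the PC set the Prmt1-null libraries lie between 0.15 and 0.22 and the Control libraries between −0.02 and 0.00, and for the MBC set the Prmt1-null libraries lie between −0.15 and −0.08.

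Among PC genes, Txndc5 (ENSMUSG00000038991) on chromosome 13, which overlaps genes on the opposite strand, rose from 6045 ± 394 (SD) to 8258 ± 180 (SD) normalized counts, a log2 fold change of 0.45 (standard error 0.062, adjusted p = 0.00486). Ly6a rose by 0.68 on the log2 scale (standard error 0.096, adjusted p = 0.00491), and Derl3, an ER stress gene, by 0.59 (standard error 0.105, adjusted p = 0.0166). Pa2g4, the only ribosome biogenesis gene past the threshold, rose by 0.31 (standard error 0.059, adjusted p = 0.0268) and overlaps a gene on the same strand. The groups did not overlap for these 4 genes. Derl3 and Pa2g4 were no longer under 0.05 in some of the fits that left out one library, with adjusted p up to 0.0941 and 0.165. Xbp1 (log2 fold change 0.29, standard error 0.068) had an adjusted p of 0.0571, and its groups did not overlap. The adjusted p of Xbp1 was between 0.000676 and 0.0949 over its 8 alternatives with all libraries, 5 of which put it past the threshold. With a library left out it was between 0.0595 and 0.291. The log2 fold changes of Irf4 (0.16, adjusted p = 0.337), Prdm1 (0.28, adjusted p = 0.384) and Sdc1 (0.52, adjusted p = 0.489) had no adjusted p under 0.05, and Sdc1 had few counts, 79.19 ± 12.6 in Control and 114.1 ± 40.9 in Prmt1-null iGBs. The value of Prdm1 depended on Control replicate 3, without which it was 0.50 (adjusted p = 0.0212), against 0.15 to 0.32 (adjusted p from 0.499 to 0.699) with another library left out. Of the genes by which the paper assigned cells at or soon after positive selection, Batf (ENSMUSG00000034266) rose from 1407 ± 157 to 2069 ± 111 normalized counts without overlap, a log2 fold change of 0.56 (standard error 0.097, adjusted p = 0.0149, up to 0.102 with a library left out), and Ccnd2 had a log2 fold change of −0.06 (standard error 0.068, adjusted p = 0.759) and overlaps genes on the opposite strand.

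Among MBC genes, Ski (ENSMUSG00000029050) fell from 1477 ± 173 to 896.9 ± 112 normalized counts, a log2 fold change of −0.72 (standard error 0.121, adjusted p = 0.0115), and Cr2 (ENSMUSG00000026616) from 8364 ± 520 to 5993 ± 913, a log2 fold change of −0.48 (standard error 0.091, adjusted p = 0.0241). Cd80 (ENSMUSG00000075122), on chromosome 16 from 38455561 to 38496335, rose from 2838 ± 154 to 3624 ± 235, a log2 fold change of 0.35 (standard error 0.072, adjusted p = 0.033). The groups did not overlap for these 3 genes, and in some of the fits that left out one library their adjusted p rose to 0.09, 0.132 and 0.175. Ccr6 (log2 fold change −0.04, adjusted p = 0.807), Cd38 (−0.11, adjusted p = 0.59) and Hhex (−0.25, adjusted p = 0.201) had no adjusted p under 0.05. The p-values of single genes are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

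Of the 672 Reactome sets, 63 were higher in Prmt1-null iGBs at a camera adjusted p under 0.05, in 53 distinct gene lists. Proteasome subunit genes are part of 49 of these 63 sets. With the estimated inter-gene correlation 0 sets were higher at an adjusted p under 0.05, and 17 at an unadjusted p under 0.05.

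The paper sets the signatures lowered in Prmt1-null iGBs beside the alterations it found in mice and in culture and concludes that Prmt1 supports the proliferation of activated B cells.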

Given that Prmt1 expression was inversely correlated with MBC differentiation (Fig. 6 A) and the increased proportion of B cells resembling MBC in *Prmt1*^*F/F*^ Cγ1-cre mice (Fig. 3, H and I), we analyzed this further. Indeed, immunized *Prmt1*^*F/F*^ Cγ1-cre mice showed a larger proportion of Ccr6^+^ MBC precursors in the GC LZ (Fig. 6 B). To further confirm MBC identity, we analyzed *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ mice 30 d after immunization. As expected, *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ mice generated less tdTomato^+^ cells than the Cγ1-cre *R26*^*tdTomato*^ controls (Fig. 6 C). However, the relative composition of these cells was different, with controls showing a larger proportion of GCBC (tdTomato^+^ CD38^−^ GL7^+^) than *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^, which showed a larger proportion of MBC (tdTomato^+^ CD38^+^ GL7^−^), albeit the proportion of CD80^+^ MBC, which are thought to indicate GC origin (Shlomchik, 2017; Koike et al., 2019; Viant et al., 2021), was slightly reduced (Fig. 6 C). The absolute number of MBC produced was somewhat reduced between control and *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ mice, in line with the reduced number of tdTomato^+^ cells (Fig. 6 C).

**Figure 6.**
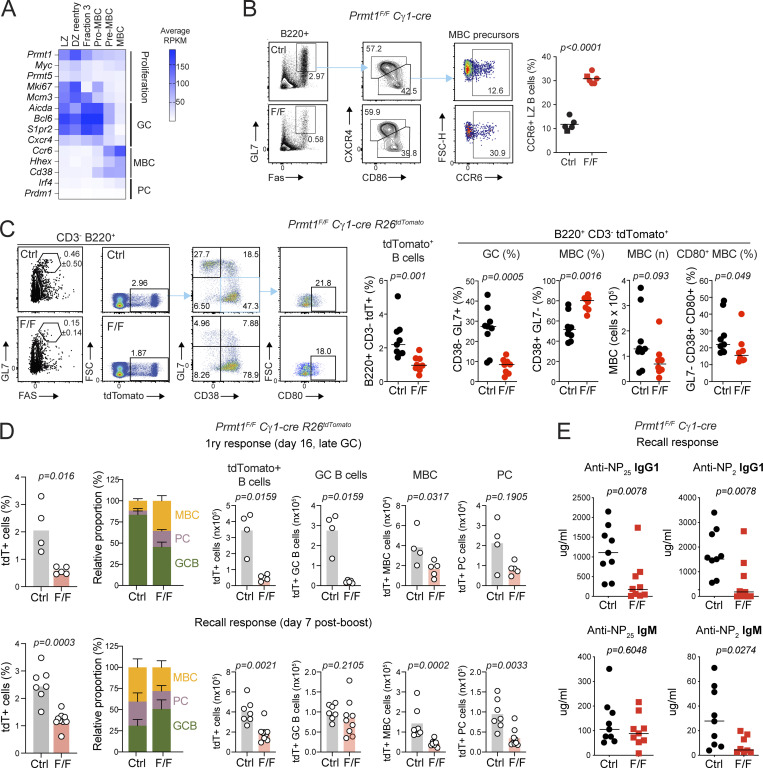
**PRMT1 limits MBC formation. (A)** Gene expression heatmap for *Prmt1* and selected markers. Average of three RNA-seq samples (GSE147095). **(B)** Representative flow cytometry and frequency of GC MBC precursors (CCR6^+^ LZ B cells) in individual *Prmt1*^*F/F*^ Cγ1-cre (F/F) and Cγ1-cre (Ctrl) mice, at 7–8 d after NP-CGG immunization, from two experiments. **(C)** Representative flow cytometry and frequency or absolute numbers of the indicated B cell subsets in *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ (F/F) and Cγ1-cre *R26*^*tdT*^ (Ctrl) mice 30 d after SRBC immunization, from four experiments. **(D)** Compiled frequency and absolute number of tdTomato (tdT)^+^ cells and their indicated subsets in *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdT*^ (F/F) and Cγ1-cre *R26*^*tdT*^ (Ctrl) mice 16 d after SRBC immunization and 7 d after SRBC recall, compiled from two experiments each. **(E)** Total (NP25) and high-affinity (NP2) serum NP-specific IgG1 and IgM titers were determined by isotype-specific ELISAs in mice immunized and recalled with NP-CGG. **(B–E)** Values for individual mice (symbols) and lines or bars indicating means (in B–D and F) or medians (in E). Significant P values (α = 0.05) by unpaired two-tailed *t* test (B–D, and F) or two-tailed Mann–Whitney test (E) are indicated in the figure.

To assess the quality of the Prmt1-null MBC, we compared the proportion and number of tdTomato^+^ GCBC, MBC, and PC cells between the primary and recall responses using the *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ mice. This experiment confirmed the relative increase in MBC generation from Prmt1-null B cells in the primary response (Fig. 6 D). It additionally revealed that these MBC failed to proportionally expand and/or generate PC at recall. Thus, as expected, the control mice showed a larger proportion of tdTomato^+^ PC and MBC at recall than at the primary response (Fig. 6 D), reflecting the expansion and differentiation of high-affinity MBC cells generated during the latter, as previously characterized for NP-CGG (Mesin et al., 2020). In contrast, despite *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ mice generating a larger proportion of MBC than controls in the primary response, they did not produce a proportionally larger MBC or PC expansion upon recall (Fig. 6 D). This result strongly suggested that the Prmt1-null MBC failed to expand because of poor affinity, consistent with the low anti-NP IgG1 titers and affinity of *Prmt1*^*F/F*^ Cγ1-cre (Fig. 2, A and B; and Fig. 6 E). To avoid any potential confounder from the reduced generation of switched B cells in vivo in *Prmt1*^*F/F*^ Cγ1-cre mice, we measured the anti-NP IgM response at recall. While total anti-NP IgM, which likely has a component of extra-follicular PC, was similar in both mice, *Prmt1*^*F/F*^ Cγ1-cre failed to produce the high-affinity anti-NP_2_ IgM that would originate from GC-experienced MBC at recall (Fig. 6 E).

Collectively, these results show that PRMT1 limits the generation of MBC in vivo but is required for the generation of high-affinity MBC.

### PRMT1 intrinsically limits PC differentiation

The tdTomato labeling experiments showed an increased proportion of PC in *Prmt1*^*F/F*^ Cγ1-cre *R26*^*tdTomato*^ than control mice after primary immunization, albeit with reduced absolute numbers (Fig. 6 D), likely due to the GC defect. For additional evidence of increased PC differentiation in vivo, we stained for a previously described population of GCBC that contains PC precursors (Ise et al., 2018). In addition to the larger Bcl6^−^ MBC population, the *Prmt1*^*F/F*^ Cγ1-cre mice showed a larger proportion of B220^+^ IgD^−^ GL7^+^ Bcl6^LOW^ Irf4^+^ CD69^+^ PC precursors (Fig. 7 A).

**Figure 7.**
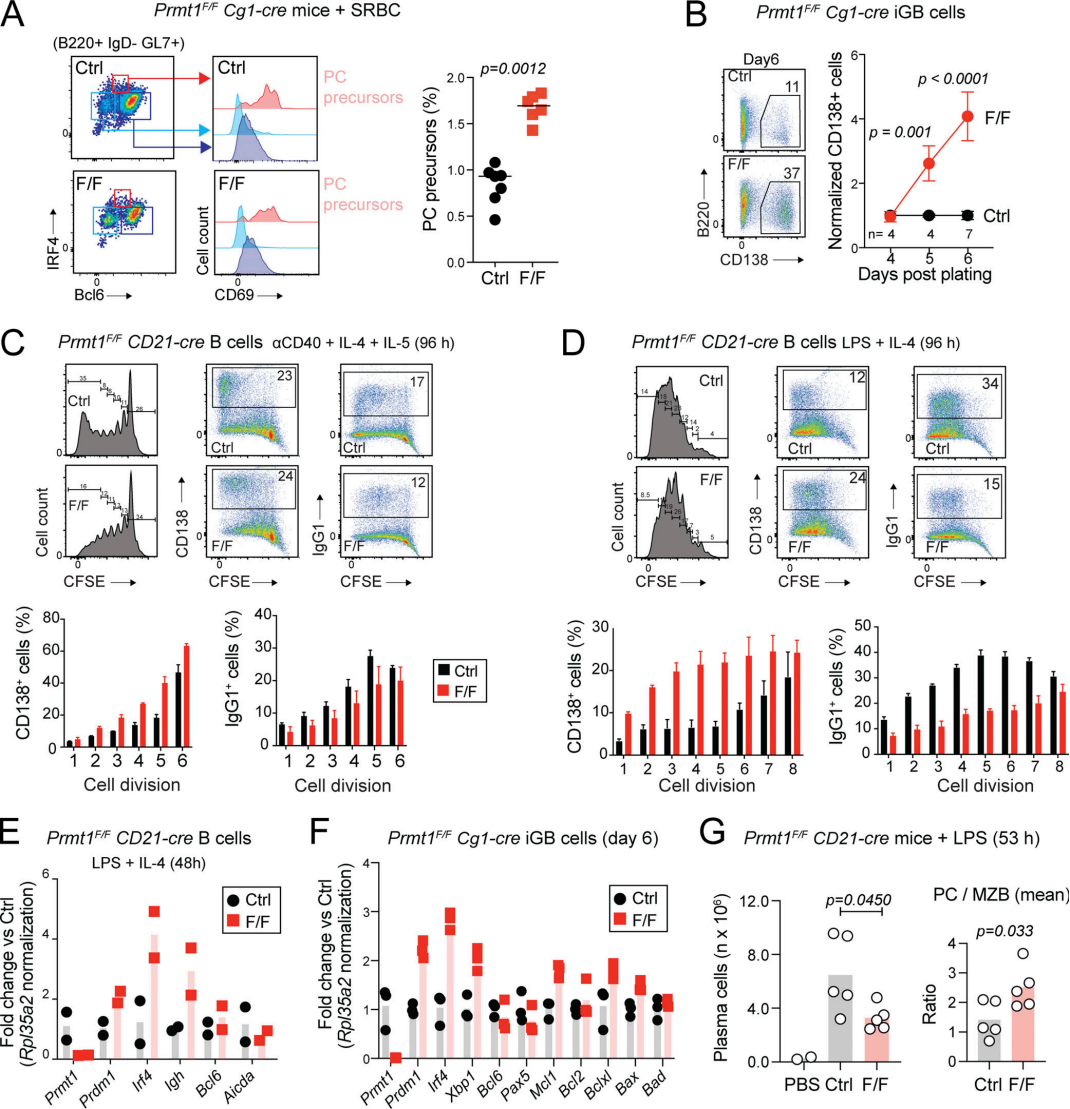
**PRMT1 limits PC differentiation. (A)** Representative flow cytometry to identify PC precursors (Bcl6^LOW^ IRF4^+^ CD69^+^) GCBC in *Prmt1*^*F/F*^ Cγ1-cre (F/F) and Cγ1-cre (Ctrl) mice. Values for individual mice (symbols) and means (lines) from two experiments. **(B)** Representative flow cytometry of CD138^+^ PC proportion in *Prmt1*^*F/F*^ Cγ1-cre (F/F) or Cγ1-cre (Ctrl) iGBs at day 6. Mean ± SD (normalized to Ctrl at day 4) of three experiments. **(C)** Purified CD21-cre (Ctrl) and *Prmt1*^*F/*F^ CD21-cre (F/F) splenic B cells were stained with CFSE and activated with agonist anti-CD40 (10 μg/ml), IL-4 (10 ng/ml), and IL-5 (5 ng/ml) for 96 h. Flow cytometry plots and mean + SEM proportion of CD138^+^ and IgG1^+^ cells per cell division for two mice per genotype from one representative of two experiments. **(D)** As in C, but activated with LPS (25 μg/ml) and IL-4. Representative of two experiments. **(E and F)** Transcript levels in individual mice (symbols) and means (bars) by RT-qPCR from cells in D and B, respectively. **(G)** PC (IgD^−^ CD3^−^ CD138^+^) in age-matched *Prmt1*^*F/F*^ CD21-cre (F/F) and CD21-cre (Ctrl) mice that had received intraperitoneal LPS 53 h prior. Left: Absolute PC number for each mouse (symbols) with means (bars), from three experiments. Right: Same values normalized to the mean MZB cell numbers in unimmunized mice of each genotype (Fig. 1 F). **(A, B, and G)** P values by unpaired, two-tailed Student’s *t* test are indicated in the figure.

We thus tested if Prmt1 intrinsically regulated PC differentiation, which can be efficiently induced ex vivo. Indeed, the proportion of *Prmt1*^*F/F*^ Cγ1-cre iGBs expressing the PC marker CD138^+^ was about fourfold higher on day 6 after plating (Fig. 7 B). Moreover, Prmt1 deficiency had a much larger and independent intrinsic effect than Prmt5 for limiting PC differentiation when tested side by side (Fig. S4 C). Similar to isotype switching, the chances of PC differentiation increase with cell division numbers (Hasbold et al., 2004; Nutt et al., 2015). To distinguish whether Prmt1 loss increased the proportion of cells that eventually differentiated or accelerated the differentiation of individual cells, we measured PC differentiation per cell division. We loaded CD21-cre *Prmt1*^*F/F*^ mouse splenic B cells with CFSE before stimulating them with either anti-CD40 or LPS + IL-4. In either condition, Prmt1-null B cells generated a larger proportion of CD138^+^ from the earliest cell divisions (Fig. 7, C and D). Consistent with a differentiation process, isotype switching, which stops in plasmablasts (Hasbold et al., 2004), was concomitantly reduced (Fig. 7, C and D). Bona fide PC differentiation of the Prmt1-null B cells was confirmed by the upregulation of transcription factors *Irf4*, *Prdm1*, and *Xbp1*, as well as *Igh* and *Mcl1*, without any indication of pro-apoptotic gene changes (Fig. 7, E and F; and Fig. S4 D). Increased PC differentiation upon Prmt1 loss or inhibition was also consistent with Prmt1 downregulation during differentiation of ex vivo activated B cells (Fig. S4 E). For additional evidence of PC differentiation in vivo, we injected *Prmt1*^*F/F*^ CD21-cre mice with LPS, which generates PC mostly from MZB cells in a T cell–independent manner (Genestier et al., 2007), thus bypassing any GC defects. While *Prmt1*^*F/F*^ CD21-cre mice produced approximately twofold less PC than controls, when normalized by their threefold defect in MZB cells (Fig. 1 F), there was a significant increase in the relative proportion of PC differentiation (Fig. 7 G). We conclude that Prmt1 intrinsically limits PC differentiation after activation.

### PRMT1 prevents BCL cell differentiation

Given the effect of PRMT1 in preventing differentiation of activated B cells and since differentiation is a tumor suppressor phenomenon, we asked if PRMT1 played a similar role in BCL cells. PRMT1 was highly expressed in human BCL samples, roughly correlating with their proliferation: highest in Burkitt’s lymphoma (BL) and diffuse large BCL (DLBCL), and lowest in indolent chronic lymphocytic leukemia (Fig. 8 A). Moreover, high PRMT1 expression was associated with reduced survival in DLBCL and mantle cell lymphoma patients (Fig. 8 B and Fig. S5 A).

**Figure 8.**
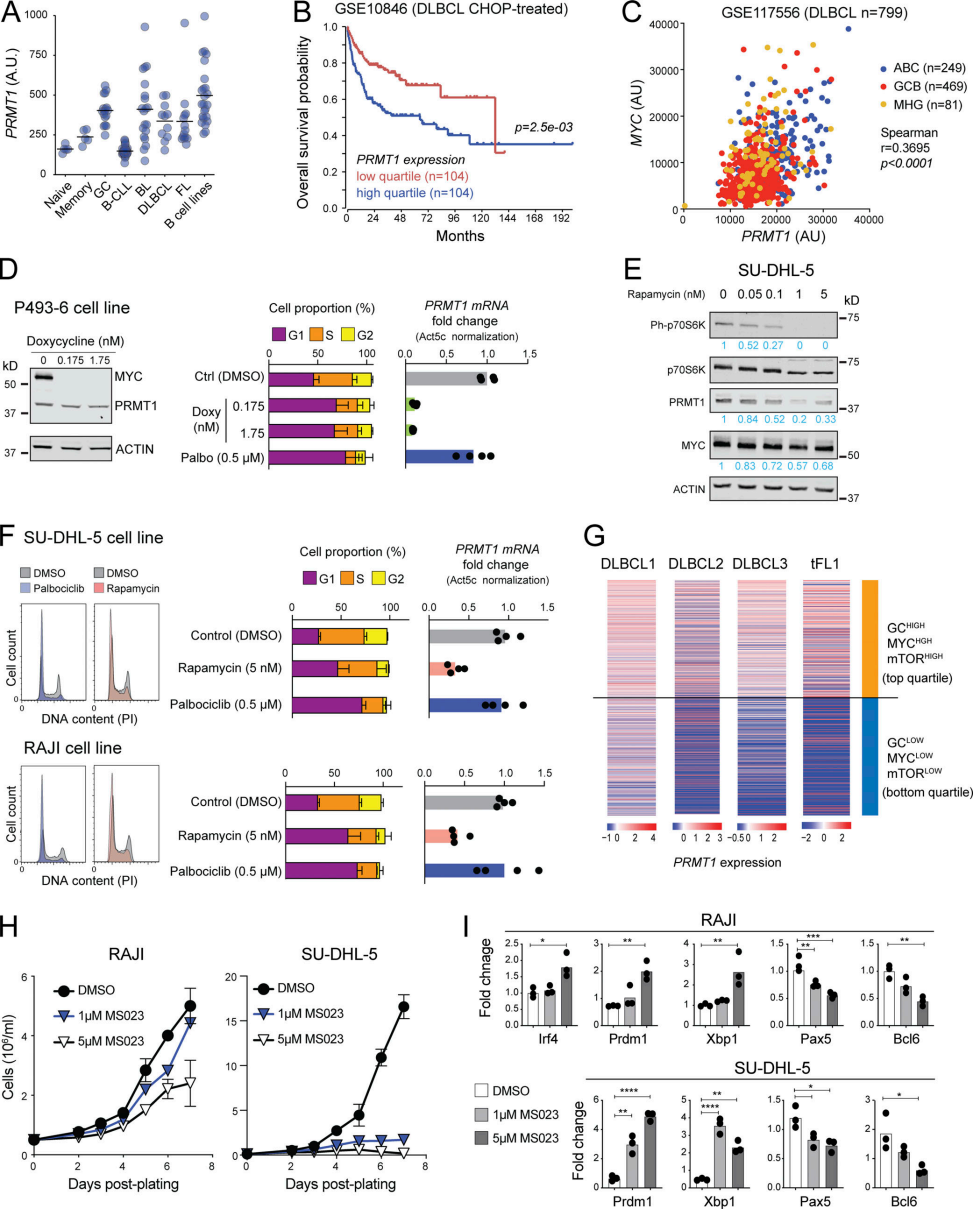
**PRMT1 prevents BCL differentiation. (A)** PRMT1 expression (microarray dataset GSE2350) in human B cell subsets, samples of B cell chronic lymphocytic leukemia (B-CLL), BL, DLBCL, follicular lymphoma (FL), and a collection of BCL cell lines. **(B)** Kaplan–Meier survival plot of DLBCL patients, stratified by PRMT1 expression. **(C)** Correlation between *MYC* and *PRMT1* expression in DLBCL samples indicating subtype (ABC, activated B cell like; GCB, GCBC like; MHG, molecular high grade). **(D)** Western blot for MYC and PRMT1 in the human B lymphoblastoid line P493-6 treated with vehicle or doxycycline for 24 h to repress MYC expression. Bar plots show mean + SD of cell cycle stages distribution and *PRMT1* transcript levels in each condition for four biological replicates from two experiments in cells treated with doxycycline or the CDK4/6 inhibitor palbociclib. **(E)** Western blot probing the mTORC1 target P70S6k and indicated proteins in whole SU-DHL-5 cell extracts treated with rapamycin for 24 h. **(F)** Cell cycle distribution of SU-DHL-5 and RAJI cells treated with palbociclib, or mTORC inhibitor rapamycin. Bar plots show mean + SD of cell cycle stages distribution and PRMT1 transcript levels in each condition for four biological replicates from two experiments. **(G)** Heatmap of *PRMT1* expression in single cells from human DLBCL and tFL, comparing the top and bottom quartiles of each sample ranked according to the enrichment in a combined (GC + MYC targets + mTORC1 targets) gene expression signature. **(H)** Cell proliferation of RAJI and SU-DHL-5 cells in the presence of type I PRMT inhibitor MS023. **(I)** Relative expression of the indicated genes measured by RT-qPCR in RAJI and SU-DHL-5 cells treated for 7 d with 1 or 5 µM MS023. Significant differences by one-way ANOVA with Tukey’s post-test (*, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001). Source data are available for this figure: SourceData F8.

**Figure S5.**
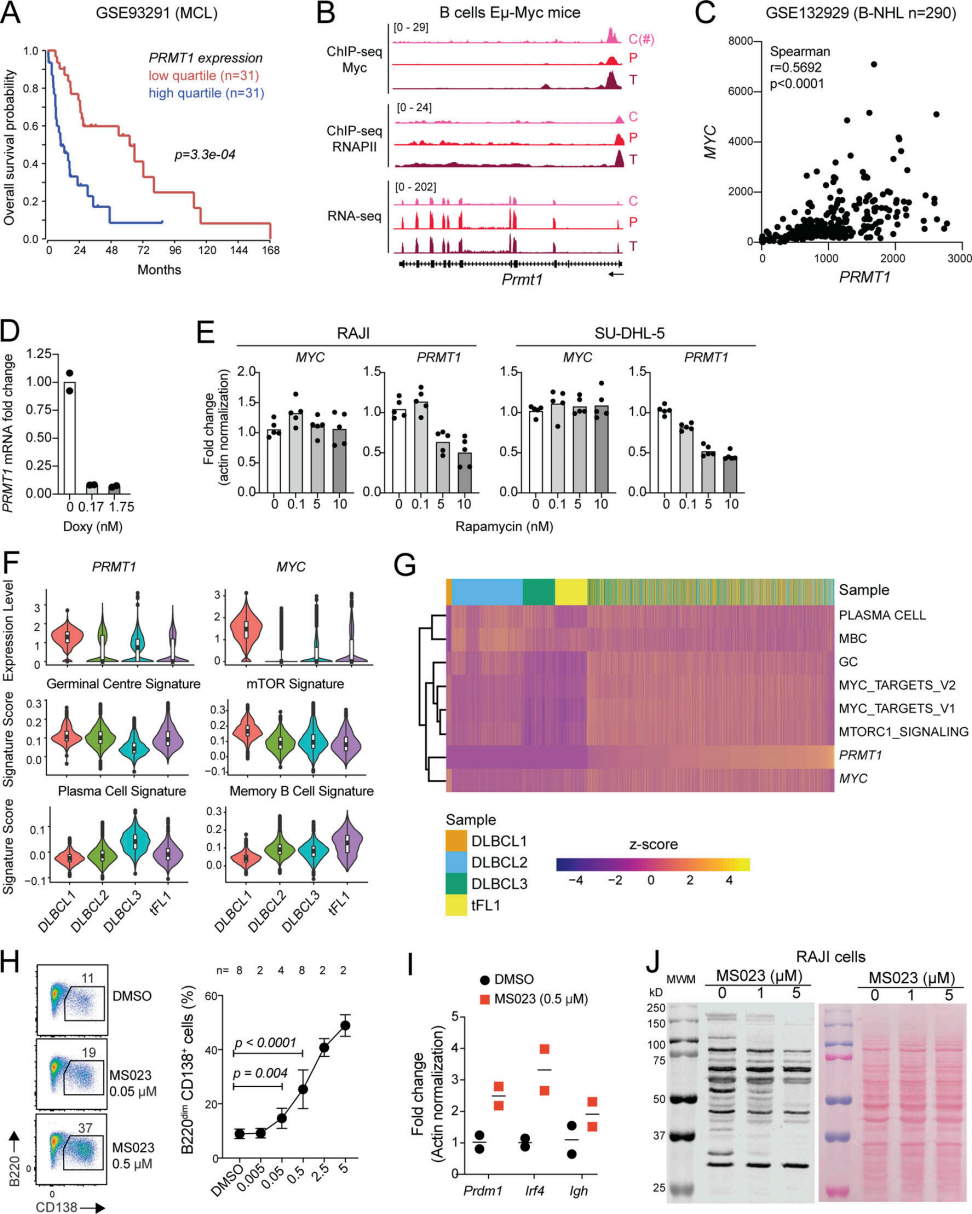
**PRMT1 expression in BCL.** Related to Fig. 8. **(A)** Kaplan–Meier survival plot of mantle cell lymphoma patients stratified by *PRMT1* expression. **(B)** ChIP-seq tracks (GSE51011 dataset) showing Myc and RNAPII occupancy at *Prmt1* in B220^+^ splenic B cells from WT (C) or Eµ-Myc mice in pretumor (P) or tumor (T) stage; and RNA-seq tracks of *Prmt1* expression in the same cells. (C#; this Myc ChIP-seq sample was done separately from the others and showed batch effects that compromise quantitative comparison to the P and T samples but confirms Myc occupation of *Prmt1* in normal B cells.) **(C)** Correlation between *MYC* and *PRMT1* expression for the indicated dataset of DLBCL samples (subtypes not discriminated). **(D)** *PRMT1* transcript levels by RT-qPCR in P493-6 cells after repressing *MYC* expression by doxycycline treatment. **(E)** *MYC* and *PRMT1* transcript levels by RT-qPCR in the RAJI and SU-DHL-5 cell lines treated with rapamycin. **(F)** Violin plot of overall *PRMT1* and *MYC* expression, as well as module scores for the indicated signatures in the four BCL from human patients analyzed in Fig. 8 G. **(G)** Heatmap of *PRMT1* and *MYC* expression, together with ssGSEA scores for selected signatures in individual cells from the samples in F after integration. Values were z-score normalized and clustered using Euclidian distances. Columns were sorted according to PRMT1 expression. **(H)** Representative flow cytometry and mean ± SEM PC proportion in cultures of naive B cells (from *n* mice) stimulated with LPS (5 µg/ml) + IL-4 (5 ng/ml) and treated with different doses of MS023 for 4 d, from two to four experiments. **(I)** Expression of the indicated genes determined by RT-qPCR in cells from two experiments from H). **(J)** Western blot of aDMA-modified proteins (ASYM26) in whole RAJI cells lysates treated as indicated for 7 d. Source data are available for this figure: SourceData FS5.

As in normal mouse B cells, Myc occupied *Prmt1* in the mouse BCL cells that develop in the Eµ-cMyc transgenic model, with Myc overexpression also leading to higher RNAPII occupancy (Fig. S5 B; Sabò et al., 2014). Accordingly, the expression of both genes was significantly correlated in human BCL samples (Fig. 8 C and Fig. S5 C), and repressing *MYC* in the BL-like P493-6 B cell lymphoblastoid cell (Schuhmacher et al., 1999) downregulated *PRMT1* transcription (Fig. 8 D and Fig. S5 D). The similarities in *PRMT1* expression regulation between normal mouse B cells and human BCL extended also to the mTORC1 requirement. Rapamycin treatment downregulated *PRMT1* expression in the BL cell line RAJI and the DLBCL cell line SU-DHL-5 (Fig. 8, E and F; and Fig. S5 E). *PRMT1* downregulation was not a consequence of the cell cycle arrest caused by MYC depletion or mTORC inhibition, as shown by the CDK4/6 inhibitor palbociblib that induced G1 arrest but not PRMT1 downregulation (Fig. 8, D and F). We then examined the expression of PRMT1 in scRNA-seq data from three DLBCL and one transformed follicular lymphoma (tFL) clinical samples (Roider et al., 2020). As expected, the samples differed in their relative overall expression of *PRMT1*, *MYC*, and other signatures (Fig. S5 F). However, at the single-cell level, PRMT1 expression was largely restricted to cells in which the GC, MYC, and mTORC1 signaling signatures were overall higher than PC and MBC signatures across samples (Fig. S5 G). Moreover, stratifying the cells by a combined (GC + MYC targets + mTORC1 signaling) score showed significantly higher PRMT1 expression in the top than the bottom quartile (Fig. 8 G), highlighting the conserved link between PRMT1 and MYC and mTORC1 activity.

There are no PRMT1-specific inhibitors, but inhibitors of type I PRMTs are in clinical trials and one has been shown to reduce the proliferation of human BCL cell lines in vitro and after xenotransplantation into mice (Fedoriw et al., 2019). A very similar inhibitor, MS023, mimicked the effect of Prmt1 ablation in mouse splenic B cells, increasing the differentiation to PC in a dose-dependent manner (Fig. S5, H and I). MS023 also reduced asymmetric protein arginine methylation and impaired the proliferation of RAJI and SU-DHL-5 BCL cell lines (Fig. 8 H and Fig. S5 J). Moreover, both BCL cell lines upregulated *BLIMP1*, *XBP1*, and *IRF4* and downregulated *PAX5* and *BCL6* when treated with MS023 (Fig. 8 I), indicative of PC differentiation.

We conclude that *PRMT1* is regulated in a MYC- and mTORC1-dependent manner in BCL cells to sustain lymphoma cell proliferation and also to prevent their differentiation.

## Discussion

We show that PRMT1 is a determinant of activated and GCBC fate that is necessary to promote antibody affinity maturation. Our data are consistent with previous reports showing that PRMT1, while necessary for B cell development, is dispensable for follicular B cells, yet required for MZB cell homeostasis and GC formation (Dolezal et al., 2017; Hata et al., 2016; Infantino et al., 2017). However, the mouse models used so far were not adequate for probing the functions of PRMT1 in GCBC. Thus, eliminating PRMT1 in B cell precursors can select compensatory mechanisms, as implied by the normal T-dependent antibody response in *Prmt1*^*F/F*^ CD19-cre mice (Hata et al., 2016). In contrast, Prmt1 ablation in resting B cells in *Prmt1*^*F/F*^ CD23-cre mice not only reduced antibody responses but also uncovered an activation defect with increased apoptosis upon stimulation of the Prmt1-depleted naive B cells, which compromises GC formation (Infantino et al., 2017). By using *Prmt1*^*F/F*^ Cγ1-cre mice, which delete *Prmt1* after B cell activation and bypassed activation defects, we show that Prmt1 enables GC expansion and pinpoints positive selection as a stage at which Prmt1 is especially required in GCBC.

The primary antibody response in *Prmt1*^*F*^ ^*/F*^ Cγ1-cre mice is compromised in titer and affinity. Reduced titer can be explained by fewer PC, likely a consequence of premature differentiation of PC extrafollicularly, thus limiting clonal expansion after B cell activation, as well as of smaller GC due to impaired expansion. The affinity defect is explained by the latter hampering affinity maturation. The GC defect can also explain why the recall antibody response of *Prmt1*^*F/F*^ Cγ1-cre mice is more drastically affected than the primary. The tdTomato lineage tracing experiments show that consistent with enhanced differentiation, *Prmt1*^*F/F*^ Cγ1-cre mice generate a larger proportion of MBC and PC in the primary response. However, the Prmt1-null MBC fail to expand upon recall, in contrast to the control mice. Together with the specific deficit in high-affinity anti-NP IgM upon recall, these observations imply that high-affinity MBC that dominate this type of recall response (Mesin et al., 2020) are scarce in the absence of Prmt1. It is possible that some Prmt1-null B cells differentiate to MBC prior to the GC and would thus have low affinity. However, several lines of evidence indicate a GC defect in *Prmt1*^*F/F*^ Cγ1-cre mice that additionally impairs the formation of high-affinity MBCs. First, antibody affinity was reduced to a greater extent for the anti-CGG response, which requires more interclonal competition, than for the clonally restricted anti-NP response (Finney et al., 2018; Bannard and Cyster, 2017). Second, the increased R/S ratio was caused by a reduced number of silent mutations and scarcity of the anti-NP affinity-enhancing W33L, Y99G, and K59R mutations (Allen et al., 1988; Furukawa et al., 1999). This suggests that the GC is selecting from the mutations available, but because SHM is less frequent, the W33L, Y99G, and K59R mutations are just less likely to happen. This scenario is consistent with the Prmt1-null B cells going through the DZ fewer times (Victora and Nussenzweig, 2022; Gitlin et al., 2014). Third, Prmt1-null GCBC initiate S-phase but display impaired progression to mid, late, and post S-phase, which take place in the DZ (Gitlin et al., 2014; Pae et al., 2021; Victora et al., 2010). Fourth, *Prmt1* upregulation upon positive selection by stimuli that are known to promote DZ reentry implies an important role at this stage. Thus, while *Prmt1* is expressed in most GCBC cells, it is substantially upregulated by a mechanism requiring Myc and mTORC1 signaling, which are activated in positively selected GCBC to prepare them for cell division and SHM in the DZ (Dominguez-Sola et al., 2012; Calado et al., 2012; Ersching et al., 2017; Finkin et al., 2019; Pae et al., 2021) *Myc* occupies *Prmt1* intronic elements in B cells and *Prmt1* is synchronously upregulated with the Myc targets signature in GCBC, suggesting a direct regulation. We propose that mTORC1 signaling contributes to the upregulation based on the coincident expression of *Prmt1* and mTORC1-regulated genes in GCBC and the repression of *Prmt1/PRMT1* upon mTORC1 inhibition. Future work will define whether mTORC1 activity upregulates *Prmt1* transcription via STAT1, as in human hepatic cells (Zhang et al., 2021), or by another mechanism. Since Prmt1 is expressed in all GCBC and protein arginine demethylation largely proceeds by substrate turnover (Xu and Richard, 2021), the need for *Prmt1* upregulation after positive selection might seem puzzling. However, it is conceivable that if a large proportion of its substrates were coupregulated during positive selection, such as the abundant Myc target genes, more PRMT1 would be necessary to ensure their quantitative modification. Given the multiplicity of PRMT1 substrates (Xu and Richard, 2021), it is unlikely that all the phenotypes we find can be explained by any single Prmt1 substrate.

Unlike in naive B cells (Infantino et al., 2017), PRMT1 is dispensable for survival once B cells have activated, but are required for proliferation. DZ B cell proliferation depends on E2F, enabled by cyclinD3 (Pae et al., 2021). A BTG2–PRMT1 complex has been shown to disrupt the interaction between cyclinD3 and CDK4 in pre-B cells, thus reducing proliferation in favor of differentiation (Dolezal et al., 2017). However, Prmt1-null mature B cells display less proliferation and more differentiation, the opposite of what it would be expected if Prmt1 acted as in pre-B cells. Instead, Prmt1-null iGBs upregulate *Cdkn1a* (p21) and accumulate in G1. 

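Cdkn1a (ENSMUSG00000023067) lies on the plus strand of chromosome 17 of mm10 from 29090976 to 29100727, with a gene annotated on the opposite strand. In the iGB libraries it had 663.3 ± 52.9 (SD, n = 3) normalized counts in Control and 976 ± 178 (SD, n = 3) in Prmt1-null iGBs, and all 3 Prmt1-null libraries lay above all 3 Control libraries (two-sided exact permutation test, p = 0.10). Its log2 fold change was 0.56 (standard error 0.138), with an adjusted p of 0.0749 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives the adjusted p ranged from 0.00135 to 0.126, and it was under 0.05 with DESeq2's Wald test (0.00695) and with no filter on low counts (0.00135). Across the 6 fits that each left out one library, the log2 fold change stayed between 0.45 and 0.70, with adjusted p from 0.0586 to 0.286.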

Extrapolating from findings in other cell types, several non-mutually exclusive mechanisms could be at play, including direct modification or transcriptional regulation via histone methylation of cell cycle regulators (Xu and Richard, 2021), stimulating EZH2 activity (Li et al., 2021), or regulating Myc activity, as found in cancer cells (Favia et al., 2019; Tikhanovich et al., 2017; Hsu et al., 2021).

Prmt1 limits the differentiation in activated B cells, evidenced in *Prmt1*^*F/F*^ Cγ1-cre mice by the increase in the proportion of MBC and PC and their precursors. At least for PC, this is an intrinsic effect and can be GC-independent. The anti-differentiation effect of PRMT1 in mature B cells contrasts with its pro-differentiation function in pre-B (Dolezal et al., 2017), but is in line with the context-dependent function of PRMT1. Thus, PRMT1 limits the differentiation of epidermal progenitor cells (Bao et al., 2017) and megakaryocytes (Jin et al., 2018) but promotes oligodendrocyte (Hashimoto et al., 2016) and muscle stem cell differentiation (Blanc and Richard, 2017). The mechanism by which PRMT1 limits B cell differentiation is also likely to be multipronged. Increased MBC proportion in *Prmt1*^*F/F*^ Cγ1-cre mice is reminiscent of the phenotype caused by the loss of the Myc partner Miz1 (Toboso-Navasa et al., 2020). PRMT1 can methylate MYC in myeloid and glioblastoma cells and modulate its transcriptional activity (Favia et al., 2019; Tikhanovich et al., 2017). PRMT1 also modifies components of the BCR and NF-κB signaling pathways, whereby it could function upstream from Myc. Igα aDMA dampens pre-BCR signaling (Infantino et al., 2010), which seems conserved in mature B cells (Infantino et al., 2017). Thus, PRMT1 may increase the threshold for activating signaling pathways determining B cell fate (Luo et al., 2018; Shlomchik et al., 2019).

PRMT1 is highly expressed and likely prognostic in mature BCL, displaying MYC and mTORC dependency and similar functions as in activated B cells. Inhibiting type I PRMTs reduced human BCL cell proliferation, similar to PRMT1 depletion in the mouse BCL line CH12. The inhibitor also caused PC differentiation in BCL cells, mimicking the effect of inhibiting or deleting Prmt1 in mouse B cells. Differentiation was observed regardless of the relative sensitivity of BCL cell line proliferation to the inhibitor, which is explained by synergism with the de facto PRMT5 deficiency caused by MTAP deletion in SU-DHL-5 (Fedoriw et al., 2019). Accordingly, we show that PRMT1 and PRMT5 contribute independently to B cell proliferation and regulate distinct processes. Our results align with the synergistic effect of type I PRMT and PRMT5 inhibitors against BCL (Fedoriw et al., 2019; Fong et al., 2019) and improve the mechanistic insight into their consequences.

In conclusion, PRMT1 is an important regulator of B cell fate required for antibody responses, playing a special role after positive selection in the GC. Our findings suggest practical implications for the treatment of BCL and open new research avenues to identify the PRMT1 substrates that underlie its function in B cells.

## Materials and methods

### Mice

*Prmt1*^*f/f*^ mice (Yu et al., 2009) were backcrossed to C57BL6/J background for >10 generations and bred with Cγ1-cre mice (Casola et al., 2006), a kind gift from Dr. K. Rajewsky (Max Delbrück Center for Molecular Medicine, Berlin, Germany), or CD21-cre mice (Kraus et al., 2004) from Jackson Labs. Cre^+^ mice were always used as controls, backcrossed to the same background, and bred in parallel. *Aicda-GFP* mice (Crouch et al., 2007), a gift from Dr. R. Casellas (National Cancer Institute, Bethesda, MD, USA), and Rosa26^tdTomato^ (Jackson Labs) from Dr. W.-K. Suh (Institut de Recherches Cliniques de Montréal [IRCM], Montreal, Canada) were in C57BL6/J background (>10 generations). Age-matched groups of either males, females, or a balanced mix were used. No obvious sex-dependent differences were observed. Mice were kept at the IRCM-specific pathogens-free animal house. All work was reviewed and approved by the animal protection committee at the IRCM (protocols 2013-18, 2017-08, 2021-05).

### Immunization

Age- and sex-matched mice of 60–120 d of age were immunized either intraperitoneally with 50–100 μg NP_18_-CGG (Biosearch Technologies) in Imject Alum adjuvant (Thermo Fisher Scientific) or intravenously with 10^9^ SRBC in 200 μl PBS (IC100-0210; Innovative Research). Recall immunizations were done ∼18 wk after the primary immunization with 50 μg NP_18_-CGG or 10^6^ SRBC.

### Flow cytometry

Mononuclear cells from the mouse spleen were obtained by mashing through a 70-µm cell strainer with a syringe plunger. Cells suspensions were washed in PBS and resuspended in 1 ml of red blood cell lysis (155 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) for 5 min at room temperature and washed. Cells were resuspended in PBS 1% BSA, stained with combinations of antibodies listed in Table S2 for analysis of different lymphocyte populations, and passed through a 40-μm nylon cell strainer before acquisition. NP-specific cells were detected using NP_28_-PE (N-5070-1; Biosearch Technologies). Data were acquired using BD LSR Fortessa, BD Facscalibur (BD Biosciences), or SA3800 Spectral Analyzer (Sony Biotechnology) and analyzed using FlowJo (BD Biosciences). Sorting was done with a BD FACSARIA III (BD Biosciences) apparatus.

### EdU/BrdU staining to monitor S-phase progression

We followed the method described by Gitlin et al. (2015), with minor modifications. Mice immunized with SRBC 8 d prior were intravenously pulsed with 1 mg 5-ethynyl-2′-deoxyuridinae (EdU, Thermo Fisher Scientific Scientific) in 200 µl of PBS, followed 1 h later by an intraperitoneal injection of 2 mg 5-bromo-2′-deoxyuridinae (BrdU, Millipore Sigma) in 200 µl PBS. Mice were sacrificed 40 min after the BrdU pulse and 10^6^ splenocytes were stained for cell surface markers (anti-B220-AF700, IgD-APC, CD38-PE, and CD95-bio/SA-BV605) followed by an overnight cell fixation and permeabilization using the Cytofix/Cytoperm buffer (BD Pharmingen). Samples were then processed using the BD BrdU flow kit components (BD Pharmingen), except we used the anti-BrdU antibody clone MoBU-1 (Invitrogen) and the Click-iT PLUS EdU-Pacific Blue kit (Thermo Fisher Scientific) according to manufacturers’ instructions, except that we used half the amounts of all components of the click reaction. Samples were acquired on a BD Fortessa and analyzed using Flowjo. GCBC were gated as singlets/live/B220^+^/IgD^−^/Cd38^−^/Fas^+^. Early S-phase GCB cells were labeled as EdU-BrdU^+^, mid/late S-phase cells as EdU^+^BrdU^+^, and post-S phase cells as EdU^+^BrdU^−^.

### Primary B cell cultures

Naive primary B cells were purified from splenocytes by CD43^+^ cell depletion using anti-CD43 microbeads (cat. #130-049-801; Miltenyi), and an autoMACS (Miltenyi), or by using the EasySep Mouse B cell Isolation Kit (cat. #19854; Stem Cell) and the column-free magnet EasyEights (cat. #18103; Stem Cell), following manufacturer instructions. Primary B cells were cultured at 37°C with 5% (vol vol^−1^) CO_2_ in RPMI 1640 media (Wisent) supplemented with 10% FBS (Wisent), 1% penicillin/streptomycin (Wisent), 0.1 mM 2-mercaptoethanol (Bioshop), 10 mM HEPES, and 1 mM sodium pyruvate. Resting B cells were stimulated either with lipopolysaccharide (LPS; 5 μg/ml; Sigma-Aldrich) + IL-4 (5 ng/ml; PeproTech), LPS (25 μg/ml), or anti-CD40 (10 μg/ml, clone 1C10; eBioscience) + IL-4 (10 ng/ml; R&D Systems) + IL-5 (5 ng/ml; R&D Systems). Induced GCBCs (iGBs) were generated using 40LB feeder cells (a kind gift from Dr. Daisuke Kitamura, Tokyo University of Science, Tokyo, Japan; Nojima et al., 2011). 1 d before B cell plating, 40LB cells were irradiated (120 Gy) and plated at 0.3 × 10^6^ cells per well in 2 ml (6-well plate) or 0.13 × 10^6^ cells per well in 0.5 ml (24-well plate) DMEM media supplemented with 10% FBS (Wisent) and 1% penicillin/streptomycin (Wisent). Purified naive B cells were plated on 40LB feeders at 10^5^ cells per well in 4 ml of iGB media (6-well plate) or 2 × 10^4^ cells per well in 1 ml (24-well plate), supplemented with 1 ng/ml IL-4. At day 3 after plating, the same volume of fresh media was added to the wells, supplemented with 1 ng/ml IL-4 (PeproTech). On subsequent days, half of the volume per well was removed and replaced with media as above. For downstream applications, iGBs were purified by depleting 40LB using LS columns (cat. #130-042-401; Miltenyi Biotec) after incubation with biotinylated mAb against H2K^d^ (cat. #116303; BioLegend) at room temperature in 0.5% BSA, 2 mM EDTA PBS, followed by incubation with anti-biotin microbeads (cat. #130-105-637; Miltenyi Biotec) and purification using an iMag system (Nojima et al., 2011).

### Cell lines culture and treatments

The CH12F3 mouse BCL cell line, a kind gift from Dr. T. Honjo (Center for Cancer Immunotherapy and Immunobiology, Kyoto University, Kyoto, Japan; Nakamura et al., 1996), was cultured at 37°C with 5% (vol vol^−1^) CO_2_ in RPMI 1640 media (Wisent), supplemented with 10% FBS (Wisent), 1% penicillin/streptomycin (Wisent), and 0.1 mM 2-mercaptoethanol (Bioshop). Prmt1 was depleted by retroviral transduction of two independent shRNAs cloned in pLKO.1 (Sigma-Aldrich), #1 (TRCN000018491) and #2 (TRCN000018493; see Table S3). VSV-G, PAX2, and pLKO vectors (at 1:2.5:3.25 ratio, 1.35 μg DNA total) were transfected into HEK293 cells using Trans-IT LT-1 (MIR 2305; Mirus Bio). 2 d after transfection, 1 ml of HEK293 supernatant was added to 24-well plates coated with Retronectin (Takara) according to the manufacturer’s protocol and spun at 2,000 ×*g* for 90 min at 32°C. After removing the virus, 10^5^ CH12F3 cells were added per well in 1 ml and spun at 600 ×*g* for 30 min at 32°C. The next day, 1 ml of fresh media was added and 1 d later 1 μg/ml puromycin was added for the selection. RAJI and SU-DHL-5 cell lines, obtained from the American Type Culture Collection, were cultured in RPMI 1640 (Wisent), 10% FBS (Wisent), and 1% Pen/Strep (Wisent). RAJI were seeded at 0.5 × 10^6^ cells/ml and then kept between 0.2 × 10^6^ and 2 × 10^6^ cells/ml; SU-DHL-5 seeded at 0.1 × 10^6^ cells/ml and then kept between 0.1 × 10^6^ and 2 × 10^6^ cells/ml. The type I PRMT inhibitor, MS023 (cat#18361; Cayman Chemical), was resuspended at 50 mM in DMSO, aliquoted, and kept at −80 °C. Working dilutions in DMSO were kept at −20 °C and frozen/thawed up to three times for individual experiments. Cells were cultured with DMSO control or different doses of MS023 for 7 d and fed or split every 2–3 d depending on cell concentration. DMSO was 1/1,000 of the final culture volume. Rapamycin (cat. #R8781; Sigma-Aldrich) was prepared in DMSO and stored at −20 °C. Aliquots were thawed up to three times for experiments. P493-6 cells (a gift from Dr. T. Möröy, IRCM, Montreal, Canada) were cultured in RPMI 1640 (Wisent), 10% FBS tetracycline free (Thermo Fisher Scientific), 1% Pen/Strep (Wisent). Cells were seeded at 0.2 × 10^6^ cells/ml and kept at <2 × 10^6^ cells/ml. Doxycycline (cat. #DOX444; Bioshop) was resuspended at 1 mg/ml in distilled water and kept at −20°C. Cells were regularly checked for mycoplasma and validated by functional assays.

### Cell proliferation

Cell densities for growth curves of primary B cell derived iGBs were calculated by hemocytometer or using 123count eBeads (Invitrogen). Briefly, 200 μl of cells were mixed with 20 μl of beads and 5 μl propidium iodide (20 μg/ml); 1,000 beads were acquired by flow cytometry. To assess proliferation in vivo, 3 × 10^6^ splenocytes were first surface-stained for GC markers and then treated with fixation/permeabilization solution (cat. #00-5523; eBioscience) for 1 h at 4°C in the dark, washed twice in Perm buffer (eBioscience), followed by 1 h incubation with anti-Ki67-PECY7 (eBioscience) at 4°C and resuspended in PBS + 1% BSA. When necessary, anti-biotin staining was performed following Ki67 staining. Primary B cells in culture were stained with 1 μM CFSE (Invitrogen) on the day of plating, as described in the manufacturer’s protocol, and stimulated with cytokines. CH12 cells were stained with 5 μM CFSE (Invitrogen) 4 d after infection (2 d after puro selection), as described in the manufacturer’s protocol and stimulated with (1 μg/ml rat-antiCD40 [clone 1C10; eBioscience], 10 ng/ml IL-4 and 1 ng/ml TGFβ-1 [R&D Systems]) in the presence of 1 μg/ml puromycin to select for the shRNA vector.

### Apoptosis and cell cycle

To evaluate apoptosis in vivo, cells were incubated with FITC-conjugated CaspGLOW reagent that binds to all activated caspases (BioVision, K180). Briefly, 10^6^ cells were treated with 2 μl of FITC-VAD-FMK antibody for 1 h at 37°C in 300 μl warm media, washed, then surface stained and assessed immediately via flow cytometry. To assess apoptosis ex vivo 3–5 × 10^5^ cells were stained with 3 μl Annexin V-APC (cat. #550474; BD Pharmigen) in 100 μl of the provided binding buffer (×1) for 15 min at room temperature. Then 400 μl of binding buffer (×1) and 5 μl of propidim iodide (20 μg/ml) were added prior to flow cytometry acquisition. For cell cycle analysis, B cells were incubated with 10 μM BrdU for 1 h at 37°C in complete RPMI medium, then washed and resuspended in 200 μl cold PBS before fixing by adding the cells to pre-chilled 70% ethanol drop-wise under constant agitation and incubated on ice for 30 min. Then, 2 N HCl 0.5% Triton X-100 was added to the loosen cell pellet to denature the DNA, washed, resuspended in 0.1 M Na_2_B4O_7_, washed again and resuspended in PBS 0.5% Tween-20 1% BSA. Cells (10^6^) were then stained with anti-BrdU-FITC (1/50) for 30 min at room temperature in the dark before resuspending in PBS containing 5 μg/ml propidium iodide (#PPI888; Bioshop) and analyzed by flow cytometry. RAJI and SU-DHL-5 were treated for 24 h with rapamycin (Sigma-Aldrich) or palbociclib (#PZ0383; Sigma-Aldrich); and for P493-6 cells with doxycycline (Bioshop) or palbociclib. Cells harvested 24 h after treatment were fixed with cold (−20°C) 70% ethanol overnight. After 2 × 5 min PBS washes, cells were stained in 60 µg/ml propidium iodide, 0.5% Triton X-100 and 100 µg/ml RNAse A, in PBS during 15 min at room temperature in the dark. Finally, samples were washed with PBS, and data was acquired using the SA3800 Spectral Analyzer (Sony Biotechnology) and analyzed with FlowJo. RNA was extracted as described below, except that 3.5 µg of RNA purified from S2 cells (*Drosophila melanogaster*) were spiked into each cell sample after PBS wash for downstream normalization of RT-qPCR data. Cells were counted to ensure equal cell number per sample after PBS wash.

### Immunohistochemistry

Sections of 5-μm of paraffin-embedded tissues were deparaffinized in two changes of xylene for 5 min each and then rehydrated in distilled water using graded alcohols. Antigen retrieval was done by steaming the slides for 20 min then cooling for 20 min in EDTA buffer (1 mM EDTA, 0.05% Tween 20, pH 8) for AID and PRMT1. Endogenous peroxidase was blocked with a 0.3% hydrogen peroxide solution for 10 min. Endogenous biotin was blocked for 15 min with the blocking buffer provided with the Avidin/Biotin System (#SP2001; Vector Laboratories). For protein block, we used 10% normal goat serum and 1% BSA for 60 min at room temperature. Sections were incubated with anti-AID (1:50, rat Mab mAID-2 eBioscience), anti-PRMT1 (1:100) overnight at 4°C. Biotin-conjugated secondary antibodies were mouse anti–rabbit IgG (1:200; Vector Laboratories) to detect anti-PRMT1; mouse anti–rat IgG (1:200; Vector Laboratories) to detect anti-AID. Biotinylated reagents were detected with Vectastain ABC kit (PK-6100; Vector Laboratories). Peroxidase activity was developed using ImmPACT NovaRED HRP substrate (Vector Laboratories). Sections were counterstained with hematoxylin (cat. #MHS32-1L; Sigma-Aldrich) for 1 min prior to dehydrating and mounting for imaging on a bright field microscope.

### IF

Tissues were frozen in optimal cutting temperature compound (VWR #95057-838). Sections of 10 μm were fixed in paraformaldehyde 4% for 10 min at room temperature, washed three times in PBS at room temperature, followed by an incubation in pre-chilled acetone for 10 min at −20°C. Sections were permeabilized in 0.5% Triton X-100 in PBS for 10 min at room temperature, blocked in PBS 5% goat serum 1% BSA 0.3% Triton X-100 for 1 h at room temperature. Incubations with primary antibodies were performed in blocking solution overnight at 4°C in a humid chamber. When needed, secondary antibody was added in blocking solution for 1 h at room temperature in a humid chamber in the dark. Purified B cells were washed with PBS and then plated on coverslips coated with 0.1 mg/ml poly-L-lysine (Sigma-Aldrich). For single cell IF, cells were centrifuged 5 min at 400 ×*g*, then allowed to adhere at 37°C for 20 min, before fixation with 3.7% formaldehyde (Sigma-Aldrich) for 10 min at room temperature. After three washes with PBS, coverslips were blocked for 1 h with blocking solution (5% goat serum, 1% BSA, 0.5% Triton X-100 in PBS). Cells were then incubated overnight at 4°C with anti-aDMA ASYM26 antibody (1:500), diluted in blocking solution. After 3 × 5 min washes, with PBS + 0.1% Triton X-100 (PBS-T), cells were incubated for 1 h at room temperature with anti-rabbit IgG Alexa-546 (1:500) diluted in blocking solution. After 3 × 5 min washes with PBS-T, cells were incubated with 300 nM DAPI (Thermo Fisher Scientific) in PBS for 5 min at room temperature. Finally, coverslips were washed with PBS followed by ddH_2_O before mounting onto slides using Lerner Aqua-Mount (Thermo Fisher Scientific) before imaging. Antibodies are listed in Table S2.

### Microscopy

Images were acquired at room temperature using a Leica DM6 upright microscope (tissues), or a Zeiss LSM700 confocal microscope (tissues and single cells). For the LSM700, excitation lasers were 405 nM (DAPI and BV-421), 488 nM (FITC and Alexa488), 543 nM (R-PE and Alexa546), and 633 nM (Alexa680), with either 40×/1.3 or 63×/1.4 oil immersion objectives and collected using a Hamamatsu photomultiplier. Signal quantifications were done using Volocity (Perkin Elmer). For the DM6 microscope, the filter cubes used were DAPI, YFP, Cy3 and Cy5, with 20× objectives and collected using ORCAflash 4.0 V.2 from Hamamatsu, a high-resolution monochromatic camera. For each experiment, multiple fields were analyzed, excluding cells with saturated signal, abnormal DNA structure or mitotic figures. For figures, images were transferred to Photoshop for cropping, adjusting brightness and contrast for the whole image when necessary to enhance visibility.

### ELISPOT

Purified splenocytes or bone marrow (BM) cells were added at different dilutions to a 96-well 0.45 μm polyvinylidene difluoride membrane (cat. #MSIPS4W10; Millipore) previously coated overnight at 4°C with 2 μg/ml NP_20_BSA and blocked with complete RPMI cell culture media for 2 h at 37°C. Plates with cells were incubated in a humid chamber 12 h at 37°C, 5% CO_2_, then washed six times with PBS 0.01% Tween-20, followed by incubation with goat anti-mouse IgG1-HRP (A10551, 1/2,000; Life Technologies) diluted in culture media for 2 h at room temperature. Plates were washed and AEC substrate (3′ amino-9-ethylcarbazole; BD Bioscience) was added to reveal the spots. Images were acquired in an Axiophot MZ12 microscope and scored spots were counted from appropriate cell dilutions (2 × 10^6^ cells after primary immunization and 0.5 × 10^6^ cells for recall).

### ELISAs

Sandwich ELISA for measuring preimmune sera antibodies using anti-isotype–specific antibodies (BD Pharmingen) to capture IgM, IgG1, IgG2b, or IgG3 were done as described (Zahn et al., 2013). Antigen-specific antibodies were captured from immunized mice sera by coating ELISA plates with NP_20_-BSA (Biosearch Technologies) or CGG (100 ng/well; Biosearch Technologies) followed by the detection of IgG1, as described (Zahn et al., 2013). Sodium thiocyanate NaSCN displacement ELISA to measure antibody affinity/avidity was performed as described (Zahn et al., 2013), on plates coated as above. Sera were previously titrated by antigen-specific ELISA to choose a working dilution that ensured similar levels of antigen-specific antibodies across samples. Relative affinity values were calculated as described (Zahn et al., 2013).

### Western blotting

Cells were extracted in NP-40 lysis buffer (1% NP-40, 20 mM Tris, pH 8, 137 mM NaCl, 10% glycerol, 2 mM EDTA), containing protease and phosphatase inhibitor (Thermo Fisher Scientific). Extracts separated by SDS-PAGE were transferred to nitrocellulose membranes (Bio-Rad). Membranes were blocked in TBS 5% milk and probed with primary antibodies (1 h to overnight), washed 4 × 5 min in TBS 0.1% Tween-20 before incubating with secondary antibodies conjugated to AlexaFluor680 or IRDye800 for 1 h, washed and read on Odyssey CLx imaging system (LI-COR). Proteins were quantified using ImageStudiolite software. In some experiments, equal protein loading was controlled for by staining the membrane after transfer using either Ponceau-S or Revert total protein stain solution (LI-COR). The quantified Revert signal from a whole lane was used for normalization. Antibodies used for Western blotting are listed in Table S2.

### RT-PCR

RNA was isolated using TRIzol (Life Technologies) or TRI-reagent (Molecular Research Center, Inc), following manufacturer’s instruction, and quantified by NanoDrop (Thermo Fisher Scientific). cDNA was synthesized from 1 μg of RNA using the ProtoScript M-MuLV Taq RT-PCR kit and random primers (New England Biolabs). Quantitative PCR using SYBR select master mix (Applied Biosystems) was performed and analyzed in a ViiATM 7 machine and software (Life Technologies). Primers for quantitative PCR were obtained from literature or designed with NCBI RNA blast and synthesized at Integrated DNA technologies. For amplifying IGVH1-72/DJ rearrangements, RNA was isolated from sorted GCs of pools of two to three mice per genotype using RNAeasy Micro Kit (Qiagen) followed by an RT using SuperScript-IV RT (Thermo Fisher Scientific) as per the manufacturer’s instructions, except that RT was performed for 50 min. Heminested PCRs were done using KOD polymerase to amplify IgM (OJ794 and OJ796 followed by OJ794 and OJ795) or IgG1 (OJ794 and OJ2505 followed by OJ794 and OJ2506). Cycling conditions (95°C 2 min, 95°C 20 s, 55°C 10 s, and 70°C 10 s) × 40 cycles in the first PCR and 35 cycles in the second PCR. PCR products were purified by QIAquick PCR purification kit (Qiagen) and cloned in pGEM T-Easy vector (Promega). Minipreps using EZ-10 Spin Column Plasmid DNA Miniprep Kit (Biobasic) were sent for sanger sequencing to Genome Quebec CES. All primer sequences are listed in Table S3.

### SHM analysis

Sequences were trimmed in SnapGene (v5.3.2) to eliminate the PCR primers and inspected manually to confirm mutations and ensure the integrity of the sequencing. Duplicated sequences were considered PCR duplications and eliminated. FASTA files were submitted to IMGT/V-QUEST (https://www.imgt.org) for analysis. SHM frequency was calculated from sequences with in-frame junctions that mapped to the IGHV1-72*01 gene, and the frequency of clones carrying W33L, Y99G, and/or K59R mutations, which confer high affinity to NP (Allen et al., 1988; Furukawa et al., 1999), was calculated. The frequency of amino acid substitutions over the VH was plotted using a script described in (Chen et al., 2021).

### Transcriptome analyses

Gene expression data for Fig. 1, A and B were obtained from previously available B cell stages samples sorted from WT mice. Sample processing, preparation, and paired-end sequencing have been described (Kuchen et al., 2010). Additional data for activated B cell and GCBC were sequenced as single end with 50-bp read length. Reads were aligned to the mouse genome (mm9) with gsnap without detecting splice junctions de novo (--novelsplicing=0). Existing splice junctions from RefSeq annotation were considered (--use-splicing=/path/to/mm9.splices.iit). Output files were filtered to remove unaligned reads and any alignments with a mapping quality <20. Reads were mapped to RefSeq genes with htseq-count -m intersection-nonempty, and RPKM values were calculated from the counts. Density bed files were generated by using the bedtools genomecov program with a normalizing scale factor to calculate rpm and converted into bigwig files by using the UCSC toolkit bedGraphToBigWig. Data are available under accession number GSE112420.

RNA-seq from iGBs was performed on day 3.5 after plating purified splenic B cells from three mice each *Prmt1*^*F/F*^ Cγ1-cre and Cγ1-cre (two females and one male each) at 0.4 × 10^6^ cells/well with 1 ng/ml IL-4, in 6-well plates. Chromosome Y–specific transcripts were excluded from the analysis. 

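The deposited counts still hold chromosome Y genes, which allowed the sex of each iGB library to be checked. Xist, on chromosome X, had 66 and 48 counts in the libraries labelled male (Control replicate 1 and Prmt1-null replicate 3) and between 235036 and 304947 in the 4 labelled female. Ddx3y had 4229 and 4342 counts in the male libraries and at most 10 in the female ones. For Uty the male libraries had 4909 and 5269 counts and the female ones between 10 and 44. When the chromosome Y genes were kept, 213 genes passed the threshold, 205 of them shared with the 216 found without these genes. With the sex of the mouse as a covariate 283 genes passed, 210 of them among the 216.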

After purifying iGBs by depleting 40LB cells, as described (Nojima et al., 2011), RNA was purified with RNeasy Plus Mini kit (Qiagen). RNA libraries and sequencing was performed at the IRCM facility as described (Litzler et al., 2019). Raw reads were trimmed using Trimmomatic v0.32 (Bolger et al., 2014). First, adaptors and other Illumina-specific sequences from each read were removed using palindrome mode. Then, a four-nucleotide sliding window removes the bases once the average quality within the window falls below 30. Next, the first four bases at the start of each read were removed. Finally, reads shorter than 30 base pairs were dropped. Cleaned reads were aligned to the mouse reference genome build mm10 using STAR v2.3.0e (Dobin et al., 2013) with default settings. Reads mapping to more than 10 locations in the genome (MAPQ < 1) were discarded. Gene expression levels were estimated by quantifying primary alignments mapping to at most two locations (MAPQ ≥ 3) to exonic regions (the maximal genomic locus of each gene and its known isoforms) using featureCounts v1.4.4 (Liao et al., 2014) and the mm10 ensGene annotation set from Ensembl. Normalization (mean of ratios), a variance-stabilized transformation of the data, and differential gene expression analysis were performed using DESeq2 v1.14.1 (Love et al., 2014). Data are available under accession number GSE189276. Gene expression changes in bulk RNA-seq data were analyzed by gene set enrichment analysis (GSEA; Subramanian et al., 2005), interrogating the Hallmark signature collection (Liberzon et al., 2015), or an ad hoc collection of signatures relevant to GCBC, listed in Table S1. Additional analyses of Gene Ontology terms defining Biological processes were performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost). Signatures with a false discovery rate (FDRq-value) < 0.05 were considered significant.

### Genomic datasets

The following datasets of gene expression were mined as provided: microarray data GSE38304 (Dominguez-Sola et al., 2012), GSE38696 (Victora et al., 2012), GSE23925 (Victora et al., 2010), and GSE2350 (Basso et al., 2005). RNA-seq data GSE109732 (Ise et al., 2018), GSE98778 (Ersching et al., 2017), and GSE118124 (Andreani et al., 2018). Microarray data with associated survival data from GSE10846 (Lenz et al., 2008) and GSE93291 (Scott et al., 2017) were analyzed by log rank test using R2 (http://r2.amc.nl). Myc ChiP-seq samples from GSE80669 (Chou et al., 2016) and GSE51011 (Sabò et al., 2014) were processed using the ChIP-seq module of GenPipes v3.4.0 (Bourgey et al., 2019). Briefly, raw reads were trimmed using Trimmomatic v0.39 (Bolger et al., 2014), discarding reads shorter than 15 bp. Then, the resulting reads were aligned to the mm10 genome using bwa-mem v0.7.17 (Li and Durbin, 2010) with default parameters. Wiggle tracks are generated from aligned reads using Homer (Heinz et al., 2010) v4.11. Wiggle files from the same conditions have been merged by averaging the values using the “mean” parameter of wiggletools v1.2.5 and then converted to bigwig using wigToBigWig v4.

### scRNA-seq analysis

Raw gene expression counts for the following datasets were obtained, subjected to quality control, and processed using the Seurat package v4 (Hao et al., 2021): GSE148805 (Laidlaw et al., 2020), GSE162182 (Pae et al., 2021), GSE180920 (Duan et al., 2021), and VRJUNV (Roider et al., 2020). When possible, the processing steps followed the analysis workflow of the original reports

#### GSE148805 and GSE180920 datasets

Cells were filtered based on the following quality control metrics: cells with <200 feature counts or >4,000 feature counts, cells with >15,000 counts, and cells with >25% mitochondrial content. After filtering, 11,274 cells were left for analysis. Counts were scaled to 10,000 UMIs per cell and log-transformed. Dimensionality reduction was performed using principal component analysis (PCA) applied to the top 2,000 variable genes. The top 20 principal components were retained for graph-based clustering as implemented in Seurat (resolution 0.7) and for visualization using Uniform Manifold Approximation and Projection (UMAP). Gene markers for each cluster were inferred by differential gene expression analysis comparing cells from each cluster to all other cells in the sample, based on the Wilcoxon Rank-Sum test. Differentially expressed genes with a Bonferroni-adjusted P value < 0.05 were considered. Clusters were annotated based on the differential expression of canonical GCBC (*Bcl6*, *Cxcr4*, *Aicda*, *Cd83*, *Cd86*, and *Myc*), MBC (*Crr6*, *Cd38*, and *Hhex*), and naive B cell (*Ly6d*) markers. Naive follicular B cell clusters were filtered out, and dimension reduction, clustering (resolution = 0.35), and cluster labeling were performed again on the 7,691 remaining as described above. Finally, Myc^+^ B cells (defined as B cells with normalized *Myc* expression >1) were extracted and reclustered. Enrichment of gene signatures from the molecular signature database (MSigDB, Hallmark gene sets) and for post-GCBC (Duan et al., 2021) were computed based on single-sample GSEA (ssGSEA) as implemented in the escape package (Borcherding and Andrews, 2021) version 1.4.0.

#### GSE162182 dataset

Gene expression counts were normalized using the SCTransform function. Dimension reduction, clustering, and UMAP plots were performed as before using the top 30 principal components and a clustering resolution of 0.7. As in the original report, gene signature scores were calculated with the AddModuleScore function in Seurat for Myc targets, E2F targets, and mTORC targets. The same MSigDB gene sets employed by Pae et al. (2021) were used, namely SCHUHMACHER_MYC_TARGETS_UP, REN_BOUND_BY_E2F, and PENG_RAPAMYCIN_RESPONSE_DN. Signature scores were calculated for each time point at which GCBC were sorted. To analyze the kinetics of the aforementioned gene signatures, we selected the cells with a signature score >0.5 at each time point. In parallel, we analyzed the kinetics of *Prmt1* and *Myc* expression, by selecting the cells with normalized *Prmt1* or *Myc* expression >2 at each time point. For each gene or gene signature, the number of cells above the threshold at each time point was determined. The percentage of cells above the threshold was calculated as a fraction of the total number of cells above the threshold across all time points for each gene or gene signature.

#### VRJUNV dataset (Roider et al., 2020)

Four BCL samples from the dataset were analyzed: DLBCL1, DLBCL2, DLBCL3, and tFL1, filtering cells according to the characteristics of each sample based on the following quality control metrics. For DLBCL1, cells with >5,000 feature counts, cells with >40,000 counts, and cells with >10% mitochondrial content. For DLBCL2, cells were filtered based on the following quality control metrics: cells with >3,000 feature counts, cells with >15,000 counts, and cells with >10% mitochondrial content. For DLBCL3, cells were filtered based on the following quality control metrics: cells with >5,000 feature counts, cells with >30,000 counts, and cells with >25% mitochondrial content. For tFL1, cells were filtered based on the following quality control metrics: cells with >4,000 feature counts, cells with >20,000 counts, and cells with >10% mitochondrial content. After filtering, all four samples were integrated via Reciprocal PCA to generate a single heatmap with all cells from the samples. Using ssGSEA as implemented in the escape package, enrichment of gene signatures was computed as before with the following gene sets: HALLMARK_MYC_TARGETS_V1, HALLMARK_MYC_TARGETS_V2, HALLMARK_MTORC1_SIGNALING, GSE12366_GC_BCELL_VS_PLASMA_CELL_UP, GSE12366_GC_BCELL_VS_PLASMA_CELL_DN, and GSE12366_GC_VS_MEMORY_BCELL_DN. The ssGSEA signature scores were visualized with a heatmap, together with *MYC* and *PRMT1* expression levels across cells in all four samples. Cells were ordered according to *PRMT1* expression. The ssGSEA signature scores and gene expression values were also z-scaled normalized, and hierarchical clustering was performed on the rows using Euclidean distance as the distance measure. Next, the BCL samples were analyzed individually. Enrichment of gene signatures was again computed using ssGSEA. Cells in each sample were ordered by the normalized mean signature calculated using the following gene sets: HALLMARK_MYC_TARGETS_V1, HALLMARK_MTORC1_SIGNALING, as well as a GC signature gene set from GSE12366_GC_BCELL_VS_PLASMA_CELL_UP. Then, the levels of *PRMT1* expression were compared between the top and bottom 25% of cells ordered by the combined MYC/mTORC/GC signature.

### Statistics

Statistical analyses were performed using Prism 9.0 (GraphPad). Parametric methods were used for datasets in which all groups passed the Shapiro–Wilk normality test (α = 0.05). Otherwise, non-parametric tests were used. The specific statistical test used in each case is indicated in corresponding figure legends. P values were indicated in the figures with significance defined by α ≤ 0.05. Where no P value is indicated, it means that P > 0.05.

### Online supplemental material

Fig. S1 shows additional data for Prmt1 expression and analyses of *Prmt1*^*F/F*^ Cγ1-cre mice B cells. Fig. S2 shows additional data for the single-cell analysis of *Prmt1* expression in GCBC presented in Fig. 4 and the same analysis on a different data set, as well as additional information about SHM in Prmt1-null GCBC. Fig. S3 shows additional data on Prmt1 depletion in iGBs and CH12F3 B cells. Fig. S4 shows comparative data between Prmt1- and Prmt5-deficient B cells. Fig. S5 shows additional data about PRMT1 expression and the consequences of its inhibition in human BCL cells. Table S1 shows the MySigDB Hallmark signature collection. Table S2 lists antibodies for flow cytometry. Table S3 lists oligonucleotides primers for RT-qPCR.

## Supplementary Material

Table S1 shows the MySigDB Hallmark signature collection. Click here for additional data file.

Table S2 lists antibodies for flow cytometry. Click here for additional data file.

Table S3 lists oligonucleotides primers for RT-qPCR. Click here for additional data file.

SourceData F1 contains original blots for Fig. 1. Click here for additional data file.

SourceData F4 contains original blots for Fig. 4. Click here for additional data file.

SourceData F8 contains original blots for Fig. 8. Click here for additional data file.

SourceData FS3 contains original blots for Fig. S3. Click here for additional data file.

SourceData FS5 contains original blots for Fig. S5. Click here for additional data file.

## Data Availability

All flow cytometry analysis underlying any figure is available upon request. RNA-seq data underlying Fig. 1, A and B are openly available in National Center for Biotechnology Information at accession number GSE112420, and for Fig. 5, G and H and Fig. S3, I and J at accession number GSE189276. Accession numbers and references are provided in the article for all publicly available datasets analyzed. The IgV sequences used for SHM analyses were submitted to GenBank (accession numbers OQ915235 to OQ915340)

# Supplementary material for: Protein arginine methyltransferase 1 regulates B cell fate after positive selection in the germinal center in mice
**Source:** J Exp Med. 2023 Jun 13;220(9):e20220381. doi: 10.1084/jem.20220381
**Supplement:** Table S2 — lists antibodies for flow cytometry.

**Table S2. Antibodies**

**Antibodies for flow cytometry**

| Antigen | TAG | CATALOG | CLONE | VENDOR | DILUTION |
| --- | --- | --- | --- | --- | --- |
| **CD45R (B220)** | APC | 553092 | RA3-6B2 | BD Pharmingen | 1/200 |
| **CD45R (B220)** | PercP-Cy5.5 | 552771 | RA3-6B2 | BD Pharmingen | 1/200 |
| **CD45R (B220)** | Alexa Fluor 700 | 103232 | RA3-6B2 | BioLegend | 1/200 |
| **CD3e** | PE | 553063 | 145-2C11 | BD Pharmingen | 1/200 |
| **CD3e** | biotin | 553239 | 500-A2 | BD Pharmingen | 18 µl |
| **CD4** | biotin | 553045 | RM4-5 | BD Pharmingen | 18 µl |
| **IgD** | biotin | 13-5993-81 | 11-26c | eBioscience | 18 µl |
| **GL7** | BV421 | 562967 | GL7 | BD Pharmingen | 1/200 |
| **Fas (CD95)** | FITC | 554257 | Jo2 | BD Pharmingen | 1/200 |
| **Fas (CD95)** | BV421 | 562633 | Jo2 | BD Pharmingen | 1/200 |
| **Fas (CD95)** | biotin | 13-0951-85 | 15A7 | eBioscience | 1/50 |
| **CXCR4 (CD184)** | PE | 12-9991 | 2B11 | eBioscience | 1/100 |
| **CD86** | biotin | 13-0862 | GL1 | eBioscience | 1/100 |
| **Streptavidin** | BV605 | 405229 | - | BioLegend | 1/100 |
| **IgD** | FITC | 553439 | 11-26c.2a | BD Pharmingen | 1/200 |
| **IgD** | APC | 405713 | *11-26c.2a* | BioLegend | 1/200 |
| **IgM** | BV421 | 562595 | R6-60.2 | BD Pharmingen | 1/200 |
| **CD21/CD35** | APC | 558658 | 7G6 | BD Pharmingen | 1/200 |
| **CD23** | PE-Cy7 | 562825 | B3B4 | BD Pharmingen | 1/200 |
| **CD138** | APC | 561705 | 281-2 | BD Pharmingen |  |
| **CD138** | BV605 | 563147 | 281-2 | BD Pharmingen |  |
| **Ki67** | PE-Cy7 | 25-5698-82 | SolA15 | eBioscience | 1/1,000 |
| **IgG1** | PE | 550083 | A85-1 | BD Pharmingen |  |
| **IgG1** | biotin | 553441 | A85-1 | BD Pharmingen | 1/200 |
| **BrdU** | FITC | 347583 | B44 | BD Pharmingen | 1/50 |
| **BrdU** | FITC | MA1-12686 | *MoBU-1* | Invitrogen | 1/100 |
| **Annexin-V** | APC | 550474 | - | BD Pharmingen | 1/33 |
| **Pan activated Caspase (VAD-FMK inhibitor)** | FITC | K180 | - | BioVision | 1/50 |
| **IgA** | PE | 12-5994-81 | 11-44-2 | eBioscience |  |
| **CCR6** | PE-Cy7 | 129816 | 29-2L17 | Biolegend |  |
| **CD38** | FITC | 11-0381-82 | 90 | eBioscience | 1/100 |
| **CD38** | PE | 102708 | 90 | Biolegend | 1/300 |
| **CD80** | APC | 104713 | 16-10A1 | Biolegend | 1/40 |
|  |  |  |  |  |  |

**Antibodies for immunohistochemistry**

| AnTIGEN | TAG | CATALOG | CLONE | VENDOR | DILUTION | Raised in |
| --- | --- | --- | --- | --- | --- | --- |
| **PRMT1** | - | Ab3768 | - | Abcam | 1/100 | Rabbit |
| **AID** | - | 14-5959-82 | mAID-2 | eBioscience | 1/50 | Rat |
| **Rabbit-IgG** | biotin |  |  | Vector | 1/200 |  |
| **Rat-IgG** | biotin |  |  | Vector | 1/200 |  |

**Antibodies for immunofluorescence**

| AntiGEN | TAG | CATALOG | CLONE | VENDOR | DILUTION | Raised in |
| --- | --- | --- | --- | --- | --- | --- |
| **GL7** | BV421 | 562967 | GL7 | BD Pharmingen | 1/100 | Mouse |
| **IgD** | FITC | 553439 | 11-26c.2a | BD Pharmingen | 1/100 | Mouse |
| **ASYM26** | - | 13-0011 |  | EpiCypher | 1/500 | Rabbit |
| **Rabbit IgG** | Alexa 546 | A11010 |  | Invitrogen | 1/500 | Goat |
| **Rabbit IgG** | AlexaFluor 680 | A10043 |  | Invitrogen | 1/500 | Donkey |

**Antibodies for Western blots**

| AntiGEN | TAG | CATALOG | CLONE | VENDOR | DILUTION | Raised in |
| --- | --- | --- | --- | --- | --- | --- |
| **PRMT1** | - | MABE431 |  | Millipore | 1/2,000 | Rat |
| **ASYM26** | - | 13-0011 |  | EpiCypher | 1/1,000 | Rabbit |
| **Phospho-P70S6 Kinase1 (Thr389)** | - | 9206 | 1A5 | Cell Signaling Technology | 1/1,000 | Mouse |
| **P70S6 Kinase1** | - | 2708 | 49D7 | Cell Signaling Technology | 1/1,000 | Rabbit |
| **c-Myc** | - | 9402 |  | Cell Signaling Technology | 1/1,000 | Rabbit |
| **Rabbit IgG** | AlexaFluor 680 | A10043 |  | Invitrogen | 1/20,000 | Donkey |
| **Rat IgG** | AlexaFluor 680 | A21096 |  | Invitrogen | 1/20,000 | Goat |
| **Rabbit IgG** | IRDye800 | 925-32211 |  | LI-COR | 1/20,000 | Goat |
| **Mouse IgG** | IRDye800 | 926-32210 |  | LI-COR | 1/20,000 | Goat |
| **Actin** | - | A2066 |  | Sigma | 1/3,000 | Rabbit |

# Supplementary material for: Protein arginine methyltransferase 1 regulates B cell fate after positive selection in the germinal center in mice
**Source:** J Exp Med. 2023 Jun 13;220(9):e20220381. doi: 10.1084/jem.20220381
**Supplement:** Table S3 — lists oligonucleotides primers for RT-qPCR.

**Table S3. Oligonucleotides**

**Primers for RT-qPCR**

**References**

Fitz, J., T. Neumann, M. Steininger, E.-M. Wiedemann, A.C. Garcia, A. Athanasiadis, U.E. Schoeberl, and R. Pavri. 2020. Spt5-mediated enhancer transcription directly couples enhancer activation with physical promoter interaction. *Nat. Genet.* 52:505–515. https://doi.org/10.1038/s41588-020-0605-6

Minnich, M., H. Tagoh, P. Bönelt, E. Axelsson, M. Fischer, B. Cebolla, A. Tarakhovsky, S.L. Nutt, M. Jaritz, and M. Busslinger. 2016. Multifunctional role of the transcription factor Blimp-1 in coordinating plasma cell differentiation. *Nat. Immunol.* 17:331–343. https://doi.org/10.1038/ni.3349

Nurieva, R.I., Y. Chung, D. Hwang, X.O. Yang, H.S. Kang, L. Ma, Y.-h. Wang, S.S. Watowich, A.M. Jetten, Q. Tian, and C. Dong. 2008. Generation of T follicular helper cells is mediated by interleukin-21 but independent of T helper 1, 2, or 17 cell lineages. *Immunity*. 29:138–149. https://doi.org/10.1016/j.immuni.2008.05.009

Todd, D.J., L.J. McHeyzer-Williams, C. Kowal, A.-H. Lee, B.T. Volpe, B. Diamond, M.G. McHeyzer-Williams, and L.H. Glimcher. 2009. XBP1 governs late events in plasma cell differentiation and is not required for antigen-specific memory B cell development. *J. Exp. Med.* 206:2151–2159. https://doi.org/10.1084/jem.20090738

How the deposited data were processed for this re-analysis (not part of the article)

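The RNA-seq data of iGBs behind Fig. 5, G and H, and Fig. S3, I and J were processed again from the values the authors deposited. The samples were iGBs from 3 Cγ1-cre mice (Control) and 3 Prmt1 F/F Cγ1-cre mice (Prmt1-null), with 1 library per mouse and 2 females and 1 male in each group. The paper's methods and the labels of the samples give day 3.5 after plating and the paper's results give day 4. The methods give 1 ng/ml IL-4 and the labels 5 ng/ml. Groups, sexes and replicate numbers were taken from the labels of the samples. Libraries of both groups carry the replicate numbers 1, 2 and 3, but same-numbered libraries come from different mice, so the replicate number was not part of the model.

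The authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, kept primary alignments to at most 2 locations and counted them on the exons of the genes in the Ensembl annotation with featureCounts. The deposited values are raw counts per gene, which the authors had not normalized or filtered. The values were checked to be whole numbers. The sample labels describe the libraries as stranded, but the paper's text does not give the strand setting of the counting. The table holds 39017 genes. Of these, 37693 were matched to GENCODE release M21 by gene ID and 803 by symbol, Prmt1 among the latter, and 521 had no match. Total counts ran from 45343250 to 62774232 per library, and between 17765 and 18520 genes per library had at least 10 counts. A gene with 3 counts in a library, the smallest number taken as detected, corresponds to 0.0478 to 0.0662 CPM (counts scaled to library size). Such floors cover counting error only, because the reads carry no molecular identifiers and may include PCR copies.

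Counts were compared in R 4.3.3 with edgeR 4.0.16. The 398 genes on chromosome Y were left out, as in the paper's methods. Genes with low counts were removed by filterByExpr with its minimum count of 10, counts were normalized by TMM, and 18268 genes were tested with the quasi-likelihood test (glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment. The biological coefficient of variation was 0.154. The threshold was an adjusted p under 0.05 and a mean normalized count over 100, and a second count used an adjusted p under 0.05 and a fold change over 1.4, as in Fig. S3 I. A standard error was obtained from each gene's log2 fold change and quasi-likelihood F statistic. Single values of 3 against 3 libraries were compared by a two-sided exact permutation test over the 20 arrangements, which cannot give a p under 0.10.

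Gene sets were compared with camera (limma 3.58.1) with a preset inter-gene correlation of 0.01. There were 9 fixed sets. S phase and G2/M genes came from Seurat 5.3.0, replication-dependent histone genes were found by symbol, and the PC, ER stress, ribosome biogenesis, MBC, glycolysis and p53 target sets were written by hand before the data were examined. The PC, MBC and p53 target sets hold genes labelled in Fig. S3 I, which was drawn from these same libraries. The p-values were adjusted over the 9 sets. The mouse Reactome sets shipped with fgsea 1.28.0, of which 672 had 15 to 500 tested genes, were adjusted among themselves. The signatures of Table S1 and the Gene Ontology terms of Fig. 5 G were not analysed here, because only their names and scores were at hand and not their genes.

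The alternatives tried were DESeq2 1.42.0 with and without a zero-centred prior on fold changes, limma-voom, DESeq2's median-of-ratios size factors in edgeR, no filter on low counts, the replicate number as a block, the sex of the mouse as a covariate, chromosome Y genes kept, no minimum mean count, each library left out in turn, camera with the inter-gene correlation estimated from the data, and pre-ranked GSEA with fgsea on genes ranked by log2 fold change or by the signed quasi-likelihood statistic. Taking GC content and gene length trends out of each library was added after the data had been seen. GC content and length from the reference were known for 99.3% of the tested genes. The gene counts, the Reactome counts, the 9 gene sets, the proteasome and mitochondrial ribosome families and the Nrf2 targets were also compared with the 10 splits of the 6 libraries into 3 and 3. Genes are named in the text if they are labelled in Fig. S3 I, are markers, survival genes or PRMT genes that the paper names, were among the 5 largest rises or falls past the threshold, or were among the 3 genes of a set with the smallest p. Haus3, the gene that overlaps Poln, Mdm2, and the genes near Prmt1 or on the list of Nrf2 targets were named after their values had been seen.

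The methods were tested on simulated data made with the gene means and spread of these libraries, in which 200 genes were changed and the S phase set was shifted by −0.5 on the log2 scale. edgeR recovered 187 of the 200 genes (93.5%), and 5.83% of its calls were unchanged genes. limma-voom recovered 91.5%. DESeq2 recovered 95%, and 12.3% of its calls were unchanged genes. These shares hold only for the size of change given to the 200 genes. They do not show how many changes as small as those past the threshold (median absolute log2 fold change 0.43) would be recovered. The median log2 fold change of the shifted set was −0.49, and of the other 8 sets 0 had an adjusted p and 0 an unadjusted p under 0.05. Genes were simulated independently of one another, so this does not test how camera behaves when the genes of a set vary together. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

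The expression data of other B cell stages, the single-cell data, the public data sets, the comparison with Prmt5-null iGBs, and the RT-qPCR and flow cytometry values of the paper were not analysed here.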

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

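All tests in this part were chosen only after the result had been seen.

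2 families of genes that the paper and Table S1 do not discuss were higher in Prmt1-null iGBs. They came out of a look at 10 families defined by their gene symbols, all of which were tested with camera and adjusted together. Of the 40 proteasome subunit genes, 33 were higher in Prmt1-null iGBs, with a median log2 fold change of 0.094 (camera adjusted p = 0.000533 over the 10 families). Of the 80 genes of the mitochondrial ribosome, 67 were higher, with a median of 0.093 (camera adjusted p = 0.000533). For both families the median level was higher in all 3 Prmt1-null libraries than in all 3 Control libraries, from 0.07 to 0.12 against −0.03 to 0.04 for the proteasome and from 0.07 to 0.13 against −0.04 to 0.03 for the mitochondrial ribosome. No single gene carried the difference past the threshold: 0 genes of either family passed it, and 10 proteasome and 13 mitochondrial ribosome genes had an unadjusted p under 0.05. Of the other 8 families, 3 had an adjusted p under 0.05 as well, immunoglobulin heavy constant genes (median 0.28, adjusted p = 0.00182, libraries apart), amino acid transporters and tRNA synthetases (median 0.08, adjusted p = 0.00182, libraries overlapping) and complex I subunits (median 0.08, adjusted p = 0.0151, libraries overlapping). Amino acid biosynthesis and oxidative phosphorylation are listed in Table S1, and immunoglobulin genes belong to the PC differentiation that the paper discusses.

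Several technical explanations were examined. Library size did not separate the groups (exact permutation test, p = 0.4). With GC content and gene length trends taken out of each library, the families stayed higher, with camera p of 0.000173 for the proteasome and 0.000208 for the mitochondrial ribosome. Across the 6 fits that each left out one library, the median stayed between 0.08 and 0.11 for the proteasome and between 0.07 and 0.12 for the mitochondrial ribosome, and with DESeq2's size factors, no filter on low counts, sex as a covariate or the GC correction between 0.09 and 0.10 and between 0.08 and 0.10. With the inter-gene correlation estimated from the data, the unadjusted p rose from 6.92e-05 to 0.0872 for the proteasome and from 0.000107 to 0.0533 for the mitochondrial ribosome. Reads shared with pseudogenes of these families were not tested.

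Of the 4 splits of the libraries that part all 3 same-numbered pairs, the real one included, 1 split, the real one, gave a camera p as small as the real one for the proteasome, and likewise 1 split for the mitochondrial ribosome. The 4 splits are too few to put the share under 0.05. Of all the 9 other splits, 4 gave an unadjusted camera p under 0.05 for each family, the smallest 0.000411 and 0.00104. These splits keep part of any genotype difference. The rise may follow from the loss of Prmt1, for instance as part of the shift towards PC genes, or it may be variation between cultures that falls along the genotypes by chance. The tests cannot tell these apart.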

How the results depend on the processing

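The alternatives were set before the data were examined, except that taking out GC content and gene length trends was chosen after seeing the data. All 216 genes past the threshold had the same direction in every gene-level alternative and in the 6 fits that each left out one library. The log2 fold change of Prmt1 lay between −1.48 and −1.22 over its alternatives and between −1.52 and −1.33 with a library left out, past the threshold throughout.

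The number of genes depended on the test and on the filter. Against 216 genes past the threshold (106 higher and 110 lower in Prmt1-null iGBs) and 87 past 1.4-fold, DESeq2's Wald test gave 706 genes (318 higher, 388 lower) and 158 past 1.4-fold. With a prior on fold changes it gave 705 (318 higher, 387 lower) and 51 past 1.4-fold. Both held 215 of the 216 genes. With no filter on low counts there were 675 genes (319 higher, 356 lower), all 216 among them, and 234 past 1.4-fold. With GC content and gene length trends taken out there were 330 genes (169 higher, 161 lower), 210 of the 216 among them. The cause was not tested. limma-voom (249 genes), DESeq2's size factors in edgeR (218), sex as a covariate (283), chromosome Y genes kept (213) and no minimum mean count (218) stayed within 1.5 times of the 216.

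Leaving out a library changed the counts in both directions, from 31 to 340 genes past the threshold across the 6 fits, from 21 to 170 higher, from 10 to 170 lower and from 23 to 138 past 1.4-fold. The lowest count was without Prmt1-null replicate 2, where 67.7% of the genes were higher, against 49.1% with all libraries. The highest was without Control replicate 3, which held 179 of the 216 genes. The cause was not tested.

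Libraries of both groups carry the same replicate numbers. After the group means were taken out, the same-numbered libraries of Control and Prmt1-null iGBs correlated at −0.075, 0.045 and −0.078 across genes, and libraries of different numbers at −0.074 to 0.127, so across all genes there was no sign that they were paired. Genes are not independent replicates in these correlations. The 13 mitochondrially encoded genes did follow the replicate number, with median log2 levels of 0.468, 0.034 and −0.486 in Control and 0.293, 0.124 and −0.46 in Prmt1-null replicates 1, 2 and 3, so that handling shared by same-numbered libraries cannot be ruled out. They are 1 of 10 families looked at, and the same order in both groups comes up by chance in 1 of 6 cases. With the replicate block 151 genes passed (81 higher and 70 lower), 136 of them among the 216. This lower count is not read as a weaker effect, and the cause was not tested.

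All 9 gene sets kept their direction in every alternative and kept an adjusted p under 0.05 in the 6 fits that each left out one library. With the inter-gene correlation estimated from the data, which leaves the medians unchanged, the adjusted p of 8 sets rose over 0.05: S phase (median −0.145, adjusted p = 0.201), G2/M (−0.158, 0.148), histone (−0.197, 0.168), ER stress (0.134, 0.148), ribosome biogenesis (0.11, 0.124), MBC (−0.147, 0.168), glycolysis (0.197, 0.148) and p53 target genes (0.084, 0.124). Over the alternatives with all 6 libraries the lowest adjusted p were 1.06e-07, 8.96e-14, 4.03e-20, 4.74e-09, 9.08e-09, 0.000507, 5.22e-09 and 0.000227, and the highest were the values under this setting, except for MBC. For MBC the highest, 0.638, came from fgsea on genes ranked by log2 fold change (normalized enrichment score −0.876). The PC set, which holds genes labelled in Fig. S3 I, stayed at 0.0148. Against 58 lower and 63 higher Reactome sets, the estimated correlation gave 0 lower and 0 higher at an adjusted p under 0.05 (5 and 17 at an unadjusted p under 0.05), and fgsea by log2 fold change gave 0 and 0 (20 and 40). fgsea by the signed statistic gave 68 and 88. With a library left out, the lower Reactome sets ran from 24 to 71 and the higher ones from 42 to 74. The cause was not tested.

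For 50 of the genes named in the text, other than Prmt1, 586 of 700 values kept their direction and call, 94 kept the direction but were no longer past the threshold (87 of them with a library left out), 11 newly passed it and 9 reversed. All 9 reversals were in genes with small changes: Mki67 to 0.068 without Control replicate 1, Myc to −0.039 without Control replicate 1, −0.001 without Prmt1-null replicate 3 and −0.006 with the GC correction, Cxcr4 to 0.063 without Control replicate 3 and 0.026 without Prmt1-null replicate 1, Ccnd2 to 0.009 without Prmt1-null replicate 2, and Mdm2 to −0.041 without Control replicate 2 and −0.036 without Control replicate 3. With a library left out, their log2 fold changes ran from −0.237 to 0.068, from −0.039 to 0.08, from −0.085 to 0.063, from −0.098 to 0.009 and from −0.041 to 0.146.

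Among genes with few counts, Sdc1 had a mean normalized count under 100, and its log2 fold change ran from 0.19 to 0.67 with a library left out. Its normalized counts were 65.61, 90.43 and 81.53 in Control and 90.11, 161.3 and 90.75 in Prmt1-null libraries. Whether depth or differences between cultures cause this spread was not tested.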

Differences from the paper's values

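The paper reports 706 differentially expressed genes, of which the paper's values are 318 up- and 388 downregulated. Here 216 genes passed the threshold, 106 of them higher and 110 lower. Of the alternatives set before the data were examined, DESeq2's Wald test without a prior on fold changes gave 706, 318 and 388 genes, the same test with a zero-centred prior gave 705, 318 and 387, and edgeR with no filter on low counts gave 675, 319 and 356. The paper's methods name DESeq2. The other alternatives set before the data were examined, including limma-voom and the 6 fits that each left out one library, did not come within 1.5 times of the paper's values. The GC content and gene length correction, which was chosen after seeing the data, gave 330 genes and did not either.

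Cdkn1a is among the genes labelled as upregulated in Fig. S3 I. Here its log2 fold change was 0.56 and it was higher in all 3 Prmt1-null libraries than in all 3 Control libraries, but its adjusted p was 0.0749. It was under 0.05 with DESeq2's Wald test, with and without a prior (0.00695), and with no filter on low counts (0.00135), and its adjusted p ranged from 0.00135 to 0.126 over the alternatives with all 6 libraries.

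The paper lists MBC differentiation among the processes upregulated in Prmt1-null iGBs. The MBC set used here, which is not one of the paper's signatures, was lower in Prmt1-null iGBs, with a median log2 fold change of −0.15 (camera adjusted p = 0.00171) and 13 of 18 genes lower. The set was lower in every alternative that was run, with adjusted p from 0.000324 to 0.638. The paper's MBC signatures themselves were not analysed here.

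For 9 genes with a clear point in Fig. S3 I, the log2 fold changes here were within the spread between replicates of those in the figure. The largest gap was for Prmt1, with −1.44 here and about −1.3 in Fig. S3 I, read by eye.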

Other observations

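The tests of RNA from feeder cells and from T cells, of library size, of the sex of the mice, of p53, of another PRMT, of S phase for the histone genes, and of other splits for the number of genes were chosen before the result was seen, and all other tests in this part only after it.

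The rise and fall of the 216 genes was set against technical explanations. Marker genes of fibroblasts, for RNA from 40LB feeder cells, summed to 41.0 to 46.4 CPM in Control and 44.9 to 53.9 in Prmt1-null libraries (two-sided exact permutation test, p = 0.2), with overlapping groups. Marker genes of T cells summed to 93.4 to 109 and 87.7 to 105 CPM, again overlapping (exact p = 0.7). The Reactome sets of collagen fibril assembly and collagen formation were higher in Prmt1-null iGBs, with medians of 0.282 and 0.205 (camera adjusted p = 0.0211 and 0.047). The set of molecules associated with elastic fibres had a median of −0.089 (camera adjusted p = 0.382). A difference in RNA from feeder cells is therefore not ruled out. Total counts per library did not separate the groups (exact p = 0.4). With sex as a covariate 210 of the 216 genes remained past the threshold, and with GC content and gene length trends taken out also 210. Of the 6 libraries, 0 had Xist, chromosome Y or Prmt1 counts that went against their labels. The 10 most counted genes took 9.46% to 9.91% of the counts in Control and 10.0% to 10.4% in Prmt1-null libraries, so that the groups separated (exact p = 0.1, the smallest possible, reached by chance in 10% of such comparisons). The shift is small, with TMM scaling factors from 0.985 to 1.013 and a median log2 fold change of −0.001 over all tested genes, against a median absolute log2 fold change of 0.43 for the 216 genes. When the 12 genes that are among the 10 most counted of any library were left out and the rest fitted again, 211 of the 216 genes remained past the threshold. This refit says little about the shift, because TMM trims the genes with the highest counts and 0 of the 12 genes are among the 216 (3 had an unadjusted p under 0.05).

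Of the 4 splits of the libraries that part all 3 same-numbered pairs, the real one included, 1 split, the real one, gave as many as 216 genes past the threshold, and 1 split as many as 87 genes past 1.4-fold. The other 3 gave 0 to 1 genes past the threshold, with 412 to 1054 genes at an unadjusted p under 0.05. The 6 splits that part only 1 pair each gave 0 genes, with 488 to 811 at an unadjusted p under 0.05. With 4 splits the share cannot be under 0.05, so these counts cannot rule out a chance arrangement of cultures.

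For the gene sets the splits were less clear. Of the 4 splits, 2 gave as small a camera p for the S phase set as the real one, and 1 split, the real one, did so for each of the G2/M, histone, PC, ER stress, ribosome biogenesis, MBC, glycolysis and p53 target sets. In the 6 splits that part 1 pair, 1 gave a smaller p for S phase and 2 gave a smaller p for the histone genes than the real split. For Reactome, 1 split gave as many as 58 lower sets and 1 split as many as 63 higher sets, the real one in both cases. The other 3 splits gave 15 to 29 sets in one direction and the 6 that part 1 pair 4 to 47. Camera with its preset correlation thus gave small p-values for many groupings other than the genotypes. Each of these groupings sets 2 libraries of a genotype and 1 of the other against the reverse. Part of any genotype difference stays in them, so they do not show how often small p-values arise without it. Because other splits gave smaller p-values for the S phase and histone sets, those of the genotypes cannot be told apart from variation between cultures. For the other sets, 4 splits are too few to put the share under 0.05. With GC content and gene length trends taken out, 9 of the 9 sets kept their direction and an adjusted p under 0.05.

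Many of the Reactome sets share genes. Of the 63 higher sets 49 hold proteasome subunit genes, and 48 of them keep at least 5 genes without these. Without the proteasome subunit genes 6 of the 48 remained under an adjusted p of 0.05. A smaller set can lose its p by size alone, so as many genes as were left were also drawn at random from the same sets, and over 20 draws 9 to 20 sets remained, with a median of 12. Of the 58 lower sets 39 hold histone genes, and 38 of them keep at least 5 genes without these. Without the histone genes 13 of the 38 remained, against 24 to 33 in 20 random draws of as many genes, with a median of 28. In a first form of this test all sets were counted, and 18 of the 63 and 29 of the 58 remained, of which the 29 had been read as against the histone genes. Sets that hold none of the genes remain in that form by construction, so it was replaced after its result had been seen. These families may therefore carry part of the sets' differences, and the loss of genes from the sets another part.

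Replication-dependent histone genes are made in S phase, and their fall may reflect fewer cells in S phase. The S phase set was lower as well (median log2 fold change −0.14, 34 of 43 genes lower, camera adjusted p = 8.56e-07, lower in 3 of 3 Prmt1-null libraries than in any Control library). Because another split gave a smaller p for S phase, these libraries alone cannot tell this apart from a chance difference in cycling between cultures. The paper's BrdU staining of iGBs, which was not analysed here, showed an arrest of Prmt1-null cells in G1 (Fig. 5 E). In Control replicates 1, 2 and 3 the median S phase levels were 0.033, 0.026 and −0.064. The histone levels there ran in the opposite order, −0.12, −0.063 and 0.181, which goes against the S phase reading. In the Prmt1-null libraries the order was the same, −0.188, −0.113 and −0.082 for S phase and −0.238, −0.231 and −0.09 for histone genes.

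The rise of Cdkn1a may reflect p53 activity. Without Cdkn1a, the p53 target set still had 20 of 29 genes higher, with a median log2 fold change of 0.08 (camera adjusted p = 0.0011 over the 9 sets), and its median level was 0.06 to 0.11 in Prmt1-null and −0.04 to 0.01 in Control libraries. Phlda3 (log2 fold change 0.73, adjusted p = 0.0275 from edgeR's quasi-likelihood test, from 0.000785 to 0.0481 over its alternatives with all libraries and from 0.05 to 0.13 with a library left out) and Ddit4 (0.33, adjusted p = 0.0296, from 0.000728 to 0.0555 and from 0.0248 to 0.165) were the p53 targets past the threshold, and the groups did not overlap for either. Gdf15 had an adjusted p of 0.0293 as well (from 0.00179 to 0.0759 over the 6 alternatives with all libraries that gave one, and from 0.0563 to 0.151 with a library left out), with 0 counts in all 3 Control libraries and 17.5 to 22.7 normalized counts in the 3 Prmt1-null libraries. Its mean of 9.7 lies under the minimum of 100, so it is not among the 216 genes, and its fold change has no firm value because Control had no counts. Other targets went against this reading. Of the 30 targets 9 were lower in Prmt1-null iGBs, and Mdm2 had a log2 fold change of 0.02 (adjusted p = 0.947, from 0.894 to 0.953 over its alternatives with all libraries). With the estimated inter-gene correlation the adjusted p of the set was 0.124, so the hypothesis rests on the preset correlation and on part of the targets.

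Loss of Prmt1 could be met by a rise of another arginine methyltransferase. Of the 7 other PRMT genes tested, 6 were higher in Prmt1-null iGBs and 3 had an unadjusted p under 0.05. Prmt5 had the smallest p, with 5646 ± 128 (SD, n = 3) normalized counts in Control and 6800 ± 290 (SD, n = 3) in Prmt1-null iGBs, and a log2 fold change of 0.27 (adjusted p = 0.0396 from edgeR's quasi-likelihood test, from 0.00159 to 0.0641 over its alternatives with all libraries), higher in 3 of 3 Prmt1-null libraries than in any Control library. It stayed under 0.05 in 1 of the 6 fits that left out one library. Carm1 rose by 0.24 (adjusted p = 0.0978). With the adjustment over the 7 genes alone, 3 had an adjusted p under 0.05. The change in Prmt5 is small, and whether it is a response to the loss of Prmt1 was not tested.

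Hmox1, Txnrd1, Prdx6 and Ftl1 rose by 1.08, 0.53, 0.42 and 0.47 on the log2 scale (adjusted p of 0.00368, 0.00498, 0.00562 and 0.00678 from edgeR's quasi-likelihood test). These are targets of Nrf2, and a candidate explanation is Nrf2 activity. Of 20 other Nrf2 target genes, 19 were higher, with a median log2 fold change of 0.17 (camera p = 2.84e-05, or 0.039 with the estimated inter-gene correlation), and the median level was 0.13 to 0.22 in Prmt1-null and −0.09 to 0.02 in Control libraries. Values of some of these genes had been seen before the list was written. Of the 4 splits that part all pairs, 1 split, the real one, gave as small a p, which is too few splits to rule out a chance arrangement. Table S1 lists a signature of reactive oxygen species among those raised.

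Il4i1 and Ftl1 lie close to Prmt1, which raised the question of a strain variant carried along with the floxed allele. Within 10 Mb of Prmt1, 5 of the 189 other tested genes passed the threshold (2.65%), against 210 of 17942 elsewhere (1.17%; odds ratio 2.29, two-sided Fisher's exact test, p = 0.0748). The genes were Il4i1, Atf5, Ftl1, Gm22133 and Nav2, of which Atf5 overlaps Il4i1 and Gm22133 lies inside Ftl1, so that they do not count independently. Of the windows of the same size around other genes, 8.5% held as large a share. Of the 5 genes, Il4i1, Atf5, Gm22133 and Ftl1 lie 0.15, 0.17, 0.48 and 0.48 Mb from Prmt1 and Nav2 4.28 Mb. The test of the 10 Mb window is inconclusive, and a narrower window was not tested.

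Of the survival genes in Fig. S4 D, Bcl2 (log2 fold change −0.18, adjusted p = 0.229), Mcl1 (0.11, 0.471), Bcl2l1 (0.24, 0.316) and Bax (0.19, 0.501) had no adjusted p under 0.05 in edgeR's quasi-likelihood test. Bad did not either (log2 fold change 0.04, adjusted p = 0.96 from the same test). Fig. S4 D shows RT-qPCR of splenic B cells with another Cre driver, stimulated with LPS and IL-4 and taken at an earlier time. The values here are therefore no test of it.

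In a principal component analysis of the 6 libraries, the first component took 32.5% of the variance and set Control replicate 1 (−70.2) apart from the other libraries (7.4 to 21.7). The second took 22.1% and separated the groups, with −51.3 to 2.7 in Control and 10.9 to 31.2 in Prmt1-null libraries, as happens by chance in 10% of such comparisons. Across genes, the deviation of each library from the mean correlated with GC content at a Spearman's rho of −0.206, −0.072 and 0.179 in Control and 0.115, 0.035 and 0.038 in Prmt1-null libraries.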
